# Glucocorticoid-Induced Reversal of Interleukin-1β-Stimulated Inflammatory Gene Expression in Human Oviductal Cells

**DOI:** 10.1371/journal.pone.0097997

**Published:** 2014-05-21

**Authors:** Stéphanie Backman, Alexandra Kollara, Robin Haw, Lincoln Stein, Theodore J. Brown

## Abstract

Studies indicate that high-grade serous ovarian carcinoma (HGSOC), the most common epithelial ovarian carcinoma histotype, originates from the fallopian tube epithelium (FTE). Risk factors for this cancer include reproductive parameters associated with lifetime ovulatory events. Ovulation is an acute inflammatory process during which the FTE is exposed to follicular fluid containing both pro- and anti-inflammatory molecules, such as interleukin-1 (IL1), tumor necrosis factor (TNF), and cortisol. Repeated exposure to inflammatory cytokines may contribute to transforming events in the FTE, with glucocorticoids exerting a protective effect. The global response of FTE cells to inflammatory cytokines or glucocorticoids has not been investigated. To examine the response of FTE cells and the ability of glucocorticoids to oppose this response, an immortalized human FTE cell line, OE-E6/E7, was treated with IL1β, dexamethasone (DEX), IL1β and DEX, or vehicle and genome-wide gene expression profiling was performed. IL1β altered the expression of 47 genes of which 17 were reversed by DEX. DEX treatment alone altered the expression of 590 genes, whereas combined DEX and IL1β treatment altered the expression of 784 genes. Network and pathway enrichment analysis indicated that many genes altered by DEX are involved in cytokine, chemokine, and cell cycle signaling, including NFκΒ target genes and interacting proteins. Quantitative real time RT-PCR studies validated the gene array data for *IL8*, *IL23A*, *PI3* and *TACC2* in OE-E6/E7 cells. Consistent with the array data, Western blot analysis showed increased levels of PTGS2 protein induced by IL1β that was blocked by DEX. A parallel experiment using primary cultured human FTE cells indicated similar effects on *PTGS2*, *IL8*, *IL23A*, *PI3* and *TACC2* transcripts. These findings support the hypothesis that pro-inflammatory signaling is induced in FTE cells by inflammatory mediators and raises the possibility that dysregulation of glucocorticoid signaling could contribute to increased risk for HGSOC.

## Introduction

High-grade serous ovarian cancer (HGSOC) is the most common of the epithelial ovarian cancer histotypes and almost invariably presents as late stage disease associated with poor prognosis [1]. While traditionally thought to derive from the ovarian surface epithelium, recent studies indicate that HGSOCs likely originate in the fallopian tube epithelium (FTE) [2], [3]. Women with germline mutations in breast cancer susceptibility genes 1 or 2 (*BRCA1* or *2*) are at high risk of developing HGSOC and often elect to undergo bilateral salpingoophorectomy to reduce this risk [4]. Histomorphological examination of fallopian tubes from these women has revealed putative HGSOC precursor lesions [3], [5]. These include regions of FTE exhibiting strong p53 immunostaining, reflective of *TP53* mutations characteristic of HGSOCs, and tubal intraepithelial carcinomas (TICs), which are occult *in situ* adenocarcinomas [6], [7], [8]. TICs have been found in more than half of patients presenting with HGSOC [7], [9], [10], [11] and share identical *TP53* mutations with the invasive tumor, supporting the concept that they are clonally related [8].

Risk factors for epithelial ovarian cancer are associated with increased lifetime ovulatory years [12], [13], [14], [15], which have led to the concept that ovulation may contribute to malignant transformation of adnexal epithelia. Ovulation is a localized acute inflammatory event during which fimbrial epithelial cells are exposed to follicular fluid containing a complex combination of inflammatory molecules [16]. Prolonged exposure to pro-inflammatory signaling can result in DNA adduct formation, increasing the incidence of gene mutations that can lead to malignant transformation [17], [18], [19]. Glucocorticoids have been shown to exert anti-inflammatory effects in several tissues [20]. We have previously shown that *BRCA1* enhances glucocorticoid receptor signaling and found evidence of suppressed glucocorticoid activity in luteal phase FTE from *BRCA1* mutation carriers relative to control patients [21]. However, anti-inflammatory activity of glucocorticoids does not occur in all cell types. For example, a stimulatory rather than inhibitory effect of glucocorticoids on expression of prostaglandin-endoperoxide synthase 2 (PTGS2), the rate-limiting enzyme in prostaglandin production, has been shown in amnion fibroblasts [22], placental cytotrophoblasts [23], cardiomyocytes [24], and nasal polyps [25].

Human FTE cells have been shown to respond to IL1 with increased IL-8 expression [26], the global response of fallopian epithelial cells to inflammatory cytokines and/or glucocorticoids has not been investigated. In this study, we used an immortalized human oviductal cell line (OE-E6/E7) to assess changes in gene expression induced by Interleukin-1β (IL1β), a pro-inflammatory cytokine, implicated in ovulation [27], and dexamethasone (DEX), a glucocorticoid receptor agonist, to determine whether glucocorticoid signaling alters the response to IL1β in these cells. OE-E6/E7 cells were derived from ampullary tubal epithelial cells of a patient who underwent surgery for uterine fibromyoma and were immortalized using HPV16 E6/E7 [28]. These cells have been extensively characterized and shown to exhibit properties consistent with oviductal secretory epithelial cells [28], [29], [30]. Thus, these cells serve as a useful model to explore mechanisms that could relate to early carcinogenesis.

## Materials and Methods

### Cell Culture

OE-E6/E7 cells [28] were obtained from Dr. William S.B. Yeung, University of Hong Kong (Hong Kong, China). BT20 human breast cancer cells were obtained from ATCC (Manassas, VA). Both cell lines were maintained in Dulbecco's Modified Eagle's medium supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin and 100 µg/ml streptomycin (all from Invitrogen, Burlington, ON). A human fallopian tube sample was obtained from a patient undergoing prophylactic bilateral salpingoophorectomy for a *BRCA2* mutation at Mount Sinai Hospital (MSH). The tissue collection and use was made with patient informed consent and was approved by the MSH Research Ethics Board. Epithelial cells were derived from the tissue and grown in primary culture on collagen-coated transwell membranes as previously described by Fotheringham at al [31]. All cells were grown in a humidified incubator at 37°C and 5% CO_2_. DEX (Sigma, St. Louis, MO) was dissolved in ethanol at 1 mM. Recombinant human IL1β and TNFα (R&D Systems, Minneapolis, MN) were reconstituted in phosphate-buffered saline containing 0.1% bovine serum albumin to 25 µg/ml and 100 µg/ml, respectively. Stock solutions were diluted with culture medium just prior to use to achieve final stated concentrations. Cells were transferred to medium containing 0.5% charcoal-stripped FBS 18 h before initiating hormone or cytokine treatments.

### Western Blot Analysis

Cells were collected in RIPA lysis buffer (150 mM NaCl, 50 mM HEPES pH 7.25, 1% Triton X-100, 0.1% SDS, 1% sodium deoxycholate) containing Complete protease inhibitor cocktail (Roche Diagnostics, Laval, QC). Clarified lysates were collected by centrifugation at 20,000 *g* for 15 min at 4°C and total protein was quantified using a BCA protein assay (Pierce, Rockford, IL) following the manufacturer's protocol. Aliquots of lysates containing 15 to 20 µg of total protein were subjected to Western blot analysis as described previously [32] using anti-PTGS2 mouse monoclonal antibody (1∶1000; Cayman Chemicals, Ann Arbor, MI) or anti-glucocorticoid receptor rabbit polyclonal (1∶500; Abcam, Cambridge, MA) or anti-tubulin mouse monoclonal antibody (1∶5000; Sigma). Immunoreactive band intensities were quantified using Molecular Dynamics Image Quant version 5.0 software. Statistical analysis was performed using one-way ANOVA followed by Student-Newman-Keuls post-hoc multiple comparison test (SigmaStat, Systat Software Inc, Chicago, IL). Comparisons were considered statistically significant at p<0.05.

### Gene Expression Analysis

Total RNA extracted using Trizol reagent (Invitrogen) and verified for integrity and purity, was labeled using Illumina TotalPrep RNA amplification kit (Ambion, Austin, TX) as per manufacturer's instructions. The cRNA generated was hybridized to Illumina HT-12 v4.0 BeadChips at 58°C for 18 h. The BeadChips were then washed, stained, and scanned using iScan (Illumina). Data files were quantified in GenomeStudio v2011.1 (Illumina), quantile normalized using the lumi package of Bioconductor [33], and filtered using varFilter to retain the 10% most variable probes. Data for multiple probes targeting the same gene were collapsed to their median value and annotated with gene names using GenePattern [34]. The collapsed data were analyzed using the linear models for microarray analysis (LIMMA) package [35] to identify differentially expressed genes. To understand the relationship among differentially expressed genes further, we performed a network-based analysis using the Reactome Functional Interaction (FI) Network plugin for Cytoscape [36]. The gene expression profiling data can be accessed from the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo. Accessed 2014 May 1), accession number GSE54608.

### Quantitative real-time RT-PCR (RT-qPCR)

Total RNA from OE-E6/E7 and primary FTE cells was isolated using Trizol reagent (Invitrogen) following the manufacturer's protocol. Traces of genomic DNA from RNA isolated from OE-E6/E7 cells were removed using a TURBO DNA-free Kit (Applied Biosytems, Foster City, CA) following the manufacturer's protocol. RNA from primary FTE cells was purified using the RNeasy MinElute Clean up kit (Qiagen, Toronto, ON). RNA purity and integrity was determined using a bioanalyzer (Agilent Technologies, Inc, Mississauga, ON) and only samples with a RNA integrity number greater than 9 were used. The RNA was then reverse transcribed using Superscript III Reverse Transcriptase and random hexamers (Invitrogen) following the manufacturer's protocol. Primers were designed to span an intron/exon boundary using Primer3 (v.0.4.0.) and NCBI Primer-BLAST programs (Table 1) and their specificity was verified by BLAST analysis. Real-time qPCR was performed using a Perkin Elmer-JAMUS automated liquid handling system (Perkin Elmer, Waltham, MA) and a C1000 Thermal cycler (Bio-Rad, Hercules, CA) with LuminoCt SYBER Green (Sigma) detection using a total reaction volume of 5 µl containing 2.5 µl SYBER Green, 300 nM of each primer pair and 75 ng cDNA in 384 well plate. The cycling conditions were 95°C for 30 sec, 95°C for 5 sec, and 60°C for 20 sec. At the end of the PCR cycle, a dissociation curve was performed to confirm amplification of a single product. Each template was run with reference genes (Glyceraldehyde-3-phosphate dehydrogenase, *GAPD*; Beta-2-microglobulin, *B2M*; and Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, Zeta polypeptide, *YWHAZ*; and/or TATA-binding protein, *TBP*). RT-qPCR data were analyzed using Bio-Rad CFX manager 2.0 software (Bio-Rad) and the targeted Cq values were normalized to *TBP* (OE-E6/E7 cells) or the geometric mean of *TBP, GAPD, B2M* and *YWHAZ* values using standard curves for each gene to account for any possible differences in primer efficiency. Statistical analysis was performed using two-way ANOVA followed by Student-Newman-Keuls post-hoc multiple comparison test. In cases of inhomogeneity of variance, data were log-transformed or analyzed using Kruskal-Wallis ANOVA on ranks followed by Student-Newman-Keuls post-hoc multiple comparison test. Comparisons were considered statistically significant at p<0.05.

**Table 1:** List of primers used for RT-qPCR.

Gene ID	Primer sequence	NCBI accession #
*PTGS2*	F: GTTCCCACCCATGTCAAAAC	NM_000963
	R: ATTCCGGTGTTGAGCAGTT	
*IL23A*	F: CAAGGACTCAGGGACAACAG	NM_016584
	R: GCTCCCCTGTGAAAATATCC	
*IL8*	F: CTCTCTTGGCAGCCTTCCT	NM_000584
	R: GGGTGGAAAGGTTTGGAGTA	
*PI3*	F: ATCGTGGTGGTGTTCCTCAT	NM_002638
	R: ACGGGATCTTGTCCATTGAA	
*TACC2*	F: TCAGGAGAGCCCTGTCAAGT	NM_206861
	R: GTTTTTCGCAGCAGTGTTCA	
*TBP*	F: TGCACAGGAGCCAAGAGTGAA	NM_003194
	R: CACATCACAGCTCCCCACCA	
*GAPD*	F: CGAGCCACATCGCTCAGA	NM_002046
	R: AGTTAAAAGCAGCCCTGGTGA	
*B2M*	F: CTCCGTGGCCTTAGCTGTG	NM_004048
	R: TTGGAGTACGCTGGATAGCCT	
*YWHAZ*	F: ACGTCCCTCAAACCTTGCTT	NM_003406
	R: GGCCTTCTGAACCAGCTCAT	

F =  forward, R =  reverse.

## Results

We first established that OE-E6/E7 cells respond to IL1β treatment with increased PTGS2 expression. Western blot analysis showed a more than 5-fold increase in levels of PTGS2 at 24 h, but not 48 h after treatment with 50 ng/ml IL1β, relative to control-treated cells (Figure 1A). Pre-treatment of cells with 10 nM DEX reversed the IL1β-induced increase at 24 h but did not affect uninduced PTGS2 levels (Figure 1B). Western blot analysis indicated OE-E6/E7 cells express glucocorticoid receptor but at levels below that of BT20 used as a positive control [37] (Figure 1C). A similar inhibitory effect on PTGS2 was observed with TNFα (Figure 1D). Treatment of cells with 100 ng/ml TNFα increased PTGS2 levels with the highest levels observed at 48 h after treatment. TNFα induction of PTGS2 at 48 h was blocked by pre-treatment with DEX (Figure 1D).

**Figure 1:**
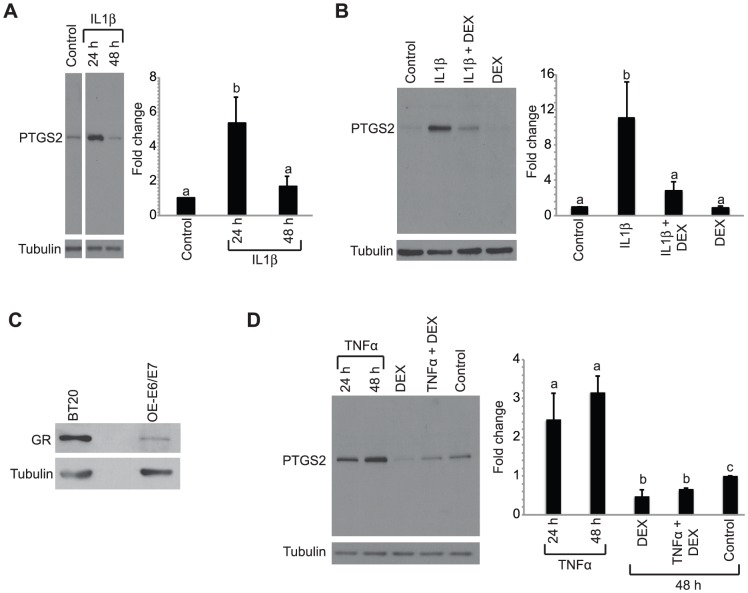
Increased PTGS2 levels in OE-E6/E7 cells by IL1β and TNFα treatment is blocked by DEX. A, Cells were treated with 50/ml IL1β for 24 h or 48 h and Western blot analysis was performed for PTSG2 and tubulin. B, Cells were treated with 10 nM DEX or vehicle 30 h prior to treatment with IL1β or vehicle and harvested 24 h later. Western blot analysis was performed for PTGS2 and tubulin. C, Western blot analysis was performed on OE-E6/E7 cells for glucocorticoid receptor and tubulin levels with BT20 breast cancer cells used as positive control. D, Cells were treated with DEX or vehicle 30 h prior to treatment with TNFα or vehicle. Cells treated with TNFα alone were harvested at 24 and 48 h after treatment and cells treated with DEX+TNFα were harvested at the 48 h time point. Western blot analysis was performed for PTGS2 and tubulin. Histograms summarize quantification of PTGS2 levels normalized to tubulin in 3 to 6 immunoblots. Bars represent the mean ± SEM relative to control. Bars with different letters are statistically different from one another as determined by ANOVA followed by a Student-Newman-Keuls post-hoc multiple comparison test (*p*<0.05).

The global impact of IL1β and glucocorticoid treatment on gene expression in OE-E6/E7 cells was determined by whole genome microarray analysis. 

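OE-E6/E7 is an immortalized line of human oviductal epithelial cells. RNA from these cells was hybridized to 12 Illumina HT-12 v4.0 arrays, 3 for each of 4 treatments, which were vehicle, 50 ng/ml IL1β, 10 nM DEX and both agents together. DEX or vehicle was given 30 h before IL1β or vehicle, and RNA was collected 18 h after IL1β. The legend of Figure 2 prints the IL1β dose as 10 per ml without a unit, whereas its results section and the sample labels give 50 ng/ml. The sources used here do not say whether the 3 arrays of a group came from separate cultures. The p-values therefore measure only the spread between these arrays, which may be technical, and the number of arrays limits the precision. The authors quantified the scans in GenomeStudio and quantile normalized the signals with lumi. The deposited values were taken to be on the log2 scale. They are centred, for each probe, on the median of the 12 arrays, with no probe's median farther from 0 than 5e-07. They hold differences between arrays and no signal level, and dim probes were not filtered out. The background step, and who centred the values, are not given in the sources used here. The log2 scale was read from genes whose fold changes equal the paper's log2 values to within 0.01, such as CCL20 (0.43, 0.48 and 0.83 here with IL1β, DEX and IL1β+DEX, and 0.43, 0.49 and 0.84 in Table 2). Genes picked for their match cannot settle the scale, and over the fold changes compared the median ratio to the paper's was 0.815. The direction was read from Table S1. Of its 974 genes, 749 could be matched to the most variable genes described below. Across these, the log2 fold changes computed here correlated with the paper's with an r of 0.965 for IL1β, 0.95 for DEX and 0.958 for IL1β+DEX, although genes are not independent replicates. Very large printed values, such as 19.01 for SCNN1A with DEX, were left out of the correlation. The median value of replicates 1, 2 and 3 was -0.000415, 1.6e-05 and -0.000821 for vehicle and -1.19e-06, 0.000389 and -0.00105 for IL1β. It was 0.000841, 0 and 0.00044 for DEX and 9.09e-05, 0.000423 and -0.000118 for IL1β+DEX. Following the paper's methods, the 10% of probes with the largest interquartile range were kept and the probes of a gene were collapsed to their median. Of 47322 probes, 4733 were kept, and 3663 of these carry the name of 1 gene, which gave 3327 genes. limma was fitted with 1 mean per treatment, and genes with a Benjamini-Hochberg adjusted p under 0.05 in a two-sided test were taken as changed. Gene lists, and single genes that the filter left out, were tested in the same way over all 20046 named genes.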

Cells were treated with DEX or vehicle 30 h prior to treatment with IL1β or vehicle. Cells were harvested 18 h after IL1β treatment and RNA was extracted, labeled, and hybridized to Illumina HT-12 v4.0 BeadChip arrays. Genes differentially expressed between treatment groups and the control group were identified by t-test with correction for multiple testing. Altogether, a statistically significant alteration due to treatment was detected for expression of 974 of the 26,737 genes. 

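In total, 1141 of the 3327 genes passed the test against vehicle for at least 1 treatment. The largest group, 460 genes, passed for DEX and for IL1β+DEX and not for IL1β, with 233 higher and 227 lower. TSC22D3, which encodes the glucocorticoid-induced leucine zipper protein, belongs to it, with a log2 fold change of 1.52 with DEX (standard error 0.12, adjusted p = 4.18e-07, n = 3 arrays per group) and 1.77 with IL1β+DEX (adjusted p = 8.87e-08). These values rest on 1 of its 5 probes, and with the median of all 5 its adjusted p was 0.366 and 0.267. A further 414 genes passed for IL1β+DEX and for neither agent alone, 176 higher and 238 lower. VNN3P, a pseudogene of the vanin family, rose by 1.38 with IL1β+DEX (standard error 0.163, adjusted p = 1.93e-05), and its changes of 0.60 with IL1β and 0.44 with DEX did not pass (adjusted p = 0.0817 and 0.0623). Over both of its probes the rise with IL1β+DEX was 0.75. MAL, a membrane protein of apical transport in epithelia, had a change of -1.16 with IL1β+DEX (standard error 0.131, adjusted p = 1.29e-05), beside -0.51 with IL1β and -0.33 with DEX (adjusted p = 0.061 and 0.0812). The remaining large group, 210 genes, passed for DEX alone, 101 higher and 109 lower. That a gene passed in 1 comparison and missed the threshold in another does not show that the effects differ. The total was 743 without vehicle replicate 3. The largest group was 725 without vehicle replicate 1 and 273 without vehicle replicate 3, the second 180 and 220 without IL1β+DEX replicates 1 and 2, and the third 374 and 127 without vehicle replicates 1 and 3 and 122, 132 and 80 without DEX replicates 1, 2 and 3.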

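With IL1β, 57 of 3327 genes differed from vehicle, 36 higher and 21 lower. IL17C, an epithelial cytokine of antimicrobial defence, had a log2 fold change of 0.71 (standard error 0.0927, adjusted p = 0.00224, n = 3 arrays per group). The chemokines CXCL6 and CXCL5, which attract neutrophils, rose by 0.64 and 0.61 (standard errors 0.0999 and 0.12, adjusted p = 0.00497 and 0.0185). FOXQ1, a forkhead transcription factor, rose by 0.75 (standard error 0.135, adjusted p = 0.0137), RAB38, a small GTPase of vesicle transport, by 0.63, and the mitochondrial superoxide dismutase SOD2 by 0.37. The carboxylesterase CES1 also rose by 0.71 (adjusted p = 0.00224) on the 1 of its 3 probes that the filter kept, and with all 3 its adjusted p was 0.959. Among the genes that fell were the chemokines CX3CL1 and CXCL11, with changes of -0.64 and -0.63, the lymphotoxin subunit LTB with -0.71, the lipid droplet protein PLIN5 with -0.72, the oxytocin receptor OXTR with -0.48 and the keratin KRT19 with -0.50. Of 25 antimicrobial and acute-phase genes, 3 (PI3, S100A9 and DEFB4A) were higher and 0 lower over all genes by limma, 6 and 1 when adjusted over the list alone and 8 and 1 at an unadjusted p under 0.05 (camera, adjusted p = 3.05e-05, and 0.0403 with an estimated correlation). Of 36 cytokines and chemokines, 7 were higher and 2 lower (11 and 5 when adjusted over the list alone), with a camera adjusted p = 3.05e-05 and an adjusted p = 0.0769 with an estimated correlation. Of 29 G protein coupled receptors and regulators, 2 (OXTR and CAMK2N1, an inhibitor of CaM kinase II) were lower, and when adjusted over the list alone 1 was higher and 2 lower (camera, adjusted p = 0.00568, 0.0474 with an estimated correlation and 0.055 without vehicle replicate 1). In all 57 genes every IL1β array lay beyond every vehicle array, as it did in 17.2% of the genes tested, against the 10% that chance gives. The calls rested on single arrays. Without IL1β replicate 1, only 3 genes (PI3, IL17C and CES1) passed, and 9 passed without IL1β replicate 2. Without vehicle replicates 1, 2 and 3, 14, 88 and 26 genes passed. By an unmoderated test of each gene, 0 genes passed and 356 had an unadjusted p under 0.05, and a fit of the IL1β and vehicle arrays alone called 5. With replicate number as a block 101 passed, 51 higher and 50 lower, without IL1β replicate 3 there were 25 higher and 38 lower, and with array quality weights, chosen after seeing the data, 258 passed, 103 higher and 155 lower, so the balance of rises and falls depended on the setting.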

Relative to control, IL1β treatment altered the expression of 47 genes, whereas DEX altered the expression of 590 genes (Table S1). Combined IL1β and DEX treatment altered the expression of 784 genes as compared to control-treated cells (Table S1). 

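With IL1β+DEX, 916 genes differed from vehicle, 430 higher and 486 lower. Among the most variable genes, the largest rise was in DMBT1, a secreted scavenger protein of mucosal defence. Its log2 fold change was 2.37 (standard error 0.168, adjusted p = 1.19e-07, n = 3 arrays per group) on the 1 of its 2 probes that the filter kept. Over both probes it was 1.14, below the 2.09 of SCNN1A, so this rank rests on the choice of probe. The acute-phase gene SAA1 rose by 1.15 (standard error 0.112) and its neighbour SAA2 by 1.24 (standard error 0.136, adjusted p = 1e-05). MANCR, a long non-coding RNA, fell by 1.67 on the log2 scale (standard error 0.112, adjusted p = 7.64e-08). PRSS23, a serine protease, fell by 1.25 and the lymphotoxin subunit LTB by 1.59 (adjusted p = 7.77e-07 and 2.44e-07). Of 25 antimicrobial and acute-phase genes, 8 were higher and 0 lower over all genes by limma (9 and 0 when adjusted over the list alone and at an unadjusted p under 0.05), with a camera adjusted p = 5.4e-08, and 0.0216 with an estimated correlation. Of 29 glucocorticoid-induced genes, 8 were higher and 1 (the cell cycle inhibitor CDKN1C) lower, 14 and 2 when adjusted over the list alone (camera, adjusted p = 2.92e-11, and 0.0403 with an estimated correlation). The matrix protease list had 6 of 23 lower and 0 higher by limma, with 9 lower and 0 higher when adjusted over the list alone and 10 and 0 at an unadjusted p under 0.05 (camera, adjusted p = 2.33e-10, and 0.0403 with an estimated correlation). Of 37 integrin and extracellular matrix genes, 12 were lower and 3 higher (17 and 3 when adjusted over the list alone), among them the collagen crosslinking enzyme LOX with 1.04 and the matricellular CCN2 with -0.86 (camera, adjusted p = 2.9e-07, and 0.0216 with an estimated correlation). Of 10 metallothioneins, MT1F rose by 1.05 and MT1G by 0.44, and 4 rose when adjusted over the list alone (camera, adjusted p = 0.00442, and adjusted p = 0.0564 with an estimated correlation). Between DEX and IL1β+DEX, 237 genes were higher in both and 236 lower in both, where lists drawn independently would share 43.9 and 51.4, and 1 gene went opposite ways, where they would share 95.2. Simulated groups without effects, set against a common simulated vehicle group, shared 0 genes in 100 simulations. Few genes can pass without effects, so this 0 cannot show what the shared vehicle arrays add. The covariance of the changes was 0.0763, beside a simulated 0.0068, and their correlation 0.83, beside 0.5, so part of the excess may come from the shared vehicle arrays, of which 3 cannot be split into separate pairs. Without IL1β+DEX replicates 1 and 2 the count was 523 and 573, and by the unmoderated test 416.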

Of the 47 genes with altered expression due to IL1β treatment, 4 were unique to IL1β and 9 were also altered by DEX alone (Figure 2). 

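Of the 57 genes changed by IL1β, 28 also changed with IL1β+DEX and not with DEX, 16 higher and 12 lower. A further 14 passed in all 3 comparisons, 8 passed for IL1β and DEX, and 7 for IL1β alone. Among the 7 were IGFBP3, which binds insulin-like growth factors, with a log2 fold change of 0.61 (standard error 0.138, adjusted p = 0.036, n = 3 arrays per group), LXN, an inhibitor of carboxypeptidases, with 0.52, MAGED1, an adaptor in apoptosis, with 0.39, and the membrane anchor protein ANK3 with -0.51. With IL1β and IL1β+DEX, 20 genes were higher in both and 17 lower in both, where independent lists would share 4.65 and 3.07, and 5 went opposite ways, where they would share 7.97. With IL1β and DEX, 3 were higher in both, 5 lower in both and 14 opposite, where independent lists would share 3.68, 2.22 and 5.95. Simulations of groups without effects shared 0 genes in either pair. Few genes can pass without effects, so this does not bear on the shared vehicle arrays. The covariance of the changes was 0.0274 in the first pair and 0.00966 in the second, beside simulated values of 0.00683 and 0.00679, and the correlation was 0.489 and 0.188, no higher than the simulated 0.502 and 0.5, so part of the overlap in the same direction may come from the shared vehicle arrays. These parts rested on single arrays. The 7 genes became 15, 1, 1, 4, 4 and 4 without vehicle 2, vehicle 3, IL1β 2, IL1β 3, DEX 2 and DEX 3, and 0 without vehicle 1 or IL1β 1, where limma called 14 and 3 genes for IL1β and 569 and 364 had an unadjusted p under 0.05. The 28 became 7, 44 and 14 without vehicle 1, 2 and 3, 3 and 7 without IL1β 1 and 2, 15 and 17 without IL1β+DEX 1 and 3, and 15 without DEX 2. With all probes of MAGED1 and ANK3, adjusted p was 0.318 and 0.882.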

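All 8 genes that passed for IL1β and for DEX, but not for both agents together, moved in opposite directions with the 2 agents. The 6 that IL1β raised and DEX lowered were PTGS2, S100A9, NFKBIZ, PTPN20, COXFA4L3 and CYB5R2, and the 2 that IL1β lowered and DEX raised were IL10RB and TRNP1. CYB5R2, COXFA4L3 and TRNP1 were named after their values were seen. S100A9, a calcium-binding alarmin of neutrophils and epithelia, had a log2 fold change of 0.93 with IL1β and -0.63 with DEX (standard error 0.141, adjusted p = 0.00497 and 0.00662, n = 3 arrays per group). NFKBIZ, a nuclear regulator of NFκB target genes, changed by 0.45 and -0.31 (standard error 0.1, adjusted p = 0.0343 and 0.0378). The tyrosine phosphatase gene PTPN20 changed by 0.41 and -0.33, and IL10RB, a receptor subunit for IL10 and related cytokines, by -0.45 and 0.38. Over all probes of each gene, the changes of NFKBIZ and IL10RB with DEX did not pass (adjusted p = 0.282 and 0.0632). The DEX call of IL10RB was lost without each of the 6 arrays compared (adjusted p from 0.0705 to 0.161), and that of NFKBIZ without each of them but vehicle replicate 1 (0.0634 to 0.13). Without IL1β replicate 1 limma gave 0 such genes and S100A9 had an adjusted p = 0.0503 with IL1β, where 364 genes had an unadjusted p under 0.05. The number of such genes was 2, 5 and 4 without vehicle replicates 1, 2 and 3, 1 without IL1β replicate 2, 5, 2 and 2 without DEX replicates 1, 2 and 3, and 5 and 4 without IL1β+DEX replicates 2 and 3. With all 5 probes of PTPN20 the adjusted p was 0.947 and 0.891.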

IL1β increased the expression of 7 and decreased the expression of 2 of these 9 genes with DEX treatment alone having an opposite effect on their expression relative to control-treated cells (Table 2). 

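With IL1β+DEX, S100A9 stood 0.08 above vehicle on the log2 scale (standard error 0.141, adjusted p = 0.688, n = 3 arrays per group), IL10RB 0.05 below it (log2 fold change -0.05, adjusted p = 0.709), and PTPN20 0.20 above it (adjusted p = 0.116). NFKBIZ had a change of 0.27 (adjusted p = 0.0538). Of the genes that passed for IL1β alone, LXN had a change of -0.07 (standard error 0.111, adjusted p = 0.678), MAGED1 of 0.01 (adjusted p = 0.944), IGFBP3 of 0.26 (adjusted p = 0.164), the carbohydrate kinase FGGY of 0.23 (adjusted p = 0.107) and ANK3 of -0.15 (adjusted p = 0.271). A p-value above the threshold does not show that a gene was at its vehicle level. For IGFBP3, NFKBIZ and FGGY the change with both agents lay between 0.23 and 0.27.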

None of the 13 genes were altered by combined IL1β and DEX treatment, as compared to control group (Figure 2). Thus, DEX treatment opposed the effect of IL1β on the expression of these 13 genes. 

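In cells given DEX, the changes of the IL1β genes with IL1β kept the sign they had without DEX, although not all of them passed. All 57 genes had the same sign in IL1β+DEX minus DEX as in IL1β minus vehicle, 2 comparisons that share no array, although genes are not independent replicates. Of the 57, 35 passed in cells given DEX, and 49 when adjusted over the list alone. IL17C rose by 0.89 on the log2 scale over DEX (standard error 0.0927, adjusted p = 0.000229, n = 3 arrays per group), CXCL5 by 0.84, CXCL6 by 0.81 and RAB38 by 0.68, and LTB had a change of -0.81. The median ratio of the IL1β effect with DEX to that without it was 0.963, with single genes from 0.113 to 1.68. Among the 14 genes that DEX moved opposite to IL1β, all 14 had the same sign, 9 passed (13 when adjusted over the list alone) and the median ratio was 0.957. NFKBIZ rose by 0.58 over DEX, and by 0.30 over all its probes. S100A9 rose by 0.72, which missed the threshold without IL1β+DEX replicate 1 (adjusted p = 0.0694) or DEX replicate 3 (adjusted p = 0.0848). Of the genes that Table 2 lists for IL1β and DEX, 8 were among the most variable genes, 8 kept their direction and 7 passed (8 when adjusted over the list alone), and of those it lists for IL1β alone 3 were among them, 3 kept it and 1 passed (2). Among the genes these parts of Table 2 also list, LOC728454 could not be matched to a gene, and IL1R2, for IL1β alone, was left out by the filter. Over all genes IL1R2 changed by 0.03 with IL1β and by -0.00342 with IL1β in cells given DEX (adjusted p = 0.979 and 0.997). These lists were chosen by the study on these samples, so their counts are not independent evidence. Compared directly, 24 of the 57 genes differed between IL1β+DEX and IL1β (26 when adjusted over the list alone), 16 of them against the direction of the IL1β effect, as did 4 of the 8 and 2 of the 3 from Table 2. Of the 16, IL1B, IL23A and FEZ1 passed through the vehicle level and lay farther from it with IL1β+DEX (-1.18, -0.66 and -0.54) than with IL1β (0.50, 0.60 and 0.41). The difference between the IL1β effects with and without DEX passed in 0 of the 3327 genes by limma, in 113 (3.4%) at an unadjusted p under 0.05, and in 0 of 20046 genes without the filter (946, 4.72%, unadjusted). Without DEX replicate 1, 1 gene passed. On simulated data in which 200 of 3327 genes differed, the same test found 98.6% of differences of 1 on the log2 scale and 44% of differences of 0.5. If fewer genes differ, the adjustment is stricter and a smaller share is found. With array quality weights, chosen after seeing the data, IL1β changed 258 genes, of which 84.9% kept their sign, with a median ratio of 0.415. The paper reasons that these genes, altered by IL1β and moved oppositely by DEX in 9 cases, did not differ from control when both agents were given, and concludes that DEX treatment opposed the effect of IL1β on their expression. For PTGS2, which is among them, it also reports that DEX reversed the rise of the protein by Western blot. By RT-qPCR in primary cells it reports that DEX inhibited the rise of the PTGS2 transcript.

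**Figure D1:**
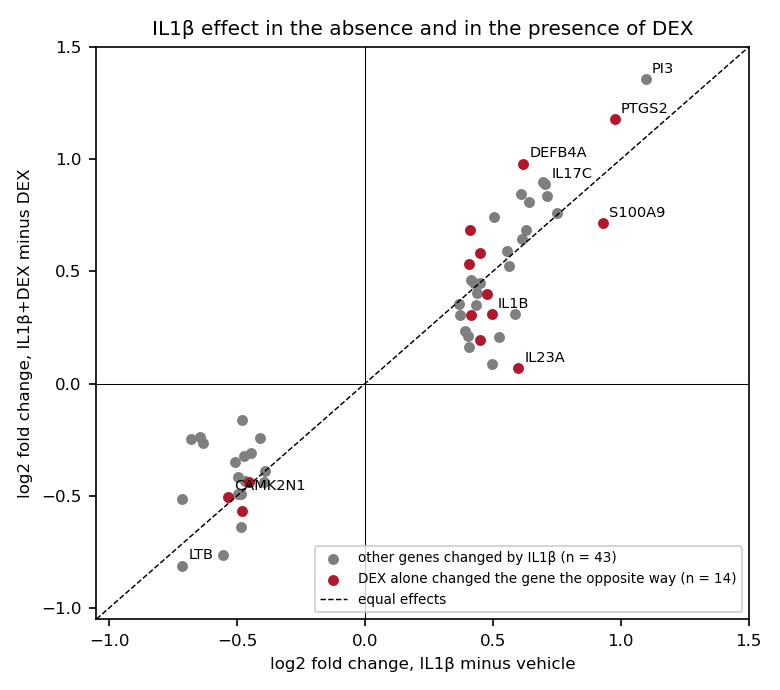
Log2 fold change of the 57 IL1β genes in cells without DEX (IL1β minus vehicle, horizontal axis) and with DEX (IL1β+DEX minus DEX, vertical axis), each from 3 arrays per group. The 14 genes that DEX alone changed in the direction opposite to IL1β are red, and the dashed line marks equal effects. All 57 points have the same sign on both axes.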

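Of the 14 genes that passed in all 3 comparisons, 3 were higher in each (CCL20, FOXQ1 and DMBT1) and 5 lower in each (SYTL2, PRSS23, MAMDC2, LTB and OR7E91P). CCL20, a chemokine for dendritic cells and lymphocytes, rose by 0.43 with IL1β, 0.48 with DEX and 0.83 with both on the log2 scale (standard error 0.093, adjusted p = 0.0278, 0.00241 and 1.17e-05, n = 3 arrays per group). MAMDC2, a proteoglycan of the extracellular matrix, fell by 0.48, 0.51 and 1.15, and SYTL2, which binds Rab27 on vesicles, fell by 0.68, 0.94 and 1.19. DMBT1 had a change of 0.70 with IL1β (adjusted p = 0.0488), and over both of its probes 0.34, which did not pass (adjusted p = 0.24). FOXQ1 had a change of 0.52 with DEX (adjusted p = 0.0141, and 0.0598 without DEX replicate 1). In the other 6 genes IL1β and DEX acted in opposite directions. IL1B, which encodes IL1β itself, rose by 0.50 with IL1β (standard error 0.101, adjusted p = 0.0209) and fell by 1.18 with both agents. TRIML2, a protein of the tripartite motif family, changed by 0.45, -0.60 and -0.41. CAMK2N1, the CaM kinase II inhibitor, changed by -0.54, 0.86 and 0.35, and DEFB4A, an epithelial defensin, by 0.62, -0.64 and 0.35. With both agents CAMK2N1 missed the threshold without vehicle replicate 3 or IL1β+DEX replicate 1 or 2 (adjusted p = 0.0597, 0.0643 and 0.0803), and DEFB4A without vehicle replicate 1 or 3 or any IL1β+DEX replicate (adjusted p from 0.0669 to 0.103). FEZ1 and IL23A were higher with IL1β and lower in the other comparisons. OR7E91P and FEZ1 were named after their values were seen. By limma 0 genes passed in all 3 without IL1β replicate 1 or 2, where 364 and 329 genes had an unadjusted p under 0.05 with IL1β. The number was 5, 24 and 7 without vehicle replicates 1, 2 and 3 and 33 without IL1β replicate 3. With all 3 probes of SYTL2 the adjusted p was 0.952 for IL1β, 0.647 for DEX and 0.738 for both.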

Thirteen genes were commonly regulated by all three treatment groups relative to the control group (Figure 2). Pre-treatment with DEX reversed the impact of IL1β on 4 while enhancing the effect on 8 of these 13 genes (Table 2).

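Compared directly with IL1β, IL1β+DEX lowered IL1B by a log2 fold change of -1.67 (standard error 0.101, adjusted p = 2.53e-08, n = 3 arrays per group) and TRIML2 by -0.86, and raised CAMK2N1 by 0.89. It took CCL20 0.40 (adjusted p = 0.00744), FOXQ1 0.53 and DMBT1 1.68 farther up (0.80 for DMBT1 over both of its probes), and LTB farther down by -0.87, PRSS23 by -0.69 and MAMDC2 by -0.67. In these the DEX effect went the same way as that of IL1β. For DEFB4A the change of -0.27 did not pass (adjusted p = 0.105). Of the genes that Table 2 lists as common to the 3 comparisons, 12 were among the most variable genes, a list chosen by the study on these samples and so not independent evidence. All 12 differed between IL1β+DEX and IL1β, 4 of them (TRIML2, GJB2, PLD5 and CAMK2N1) against the direction of the IL1β change, PLD5 from -0.29 with IL1β past vehicle to 1.45. NGLY1, which Table 2 also lists, was left out by the filter, and over all genes its difference of 0.07 did not pass (adjusted p = 0.646). In cells given DEX, the change with IL1β had the same sign as without DEX in 11 of the 12. Of the 12, 7 passed (9 when adjusted over the list alone), and the median ratio of the effects was 0.945. The 1 exception was SUGCT, with changes of 0.23 without DEX and -0.09 with it, neither of which passed (adjusted p = 0.167 and 0.649). In the test of a difference between the IL1β effects with and without DEX, 3 of the 12 had an unadjusted p under 0.05 and 0 passed by limma over all genes or over the list alone. Without IL1β replicate 1, the change of FOXQ1 missed the threshold (adjusted p = 0.0509).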

**Figure 2:**
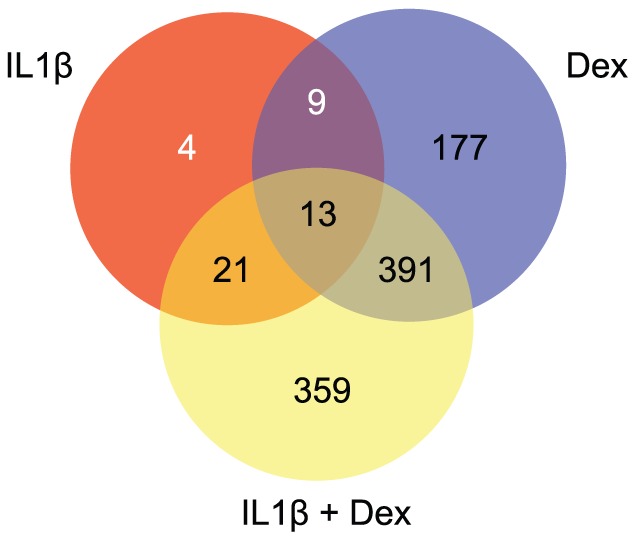
Number and overlap of genes differentially expressed due to IL1β, DEX, and IL1β+DEX treatment. Cells were treated with 10/ml IL1β or vehicle and harvested 18 h later. Total RNA was extracted and gene expression profiling was performed on Illumina HT-12 v4.0 BeadChips. The venn diagram shows the overlap of genes differentially expressed by the different treatments relative to control treated cells.

**Table 2:** Genes with altered expression due to IL1β treatment.

		Log2 Fold-Change*		
Gene ID	Gene Name	IL1β	DEX	IL1β+DEX
	**13 genes altered in all 3 treatment groups**			
*NGLY1*	N-glycanase 1	0.35	0.30	0.43
*TRIML2*	Tripartite motif family-like 2	0.63	−1.03	−0.67
*FOXQ1*	Forkhead box Q1	0.97	0.69	1.58
*CCL20*	Chemokine (C-C motif) ligand 20	0.43	0.49	0.84
*C7ORF10*	Chromosome 7 open reading frame 10	0.40	1.11	0.98
*EBI3*	Epstein-Barr virus induced 3	0.46	0.79	1.53
*GJB2*	Gap junction protein, beta 2	0.75	−0.39	0.36
*SYTL2*	Synaptotagmin-like 2	−0.85	−1.22	−1.58
*PLD5*	Phospholipase D family, member 5	−0.73	2.59	2.25
*PRSS23*	Protease, serine, 23	−0.64	−0.56	−1.53
*MAMDC2*	MAM domain containing 2	−0.55	−0.59	−1.38
*LTB*	Lymphotoxin beta	−0.81	−0.88	−1.92
*CAMK2N1*	Ca^++^/calmodulin-dependent protein kinase II inhibitor 1	−0.59	0.91	0.38
	**21 genes altered by IL1β and by IL1β+Dex**			
*BATF3*	Basic leucine zipper transcription factor, ATF-like 3	0.64	NS	0.91
*SAT1*	Spermidine/spermine N1-acetyltransferase 1	0.45	NS	0.29
*CES1*	Carboxylesterase 1	0.81	NS	0.88
*E2F2*	E2F transcription factor 2	0.71	NS	0.45
*ST6GAL1*	ST6 beta-galactosamide alpha-2,6-sialyltransferase 1	0.47	NS	0.45
*CXCL5*	Chemokine (C-X-C motif) ligand 5	0.70	NS	0.71
*APPL2*	Adaptor protein, phosphotyrosine interaction, PH domain and leucine zipper containing 2	0.37	NS	0.24
*CXCL6*	Chemokine (C-X-C motif) ligand 6	0.65	NS	0.60
*IL17C*	Interleukin 17C	1.22	NS	1.45
*ARG2*	Arginase, type II	0.79	NS	0.68
*PI3*	Peptidase inhibitor 3	1.18	NS	1.66
*RAB38*	RAB 38, member RAS oncogene family	0.68	NS	0.68
*FLJ10986*	FGGY, Carbohydrate kinase domain containing	0.64	NS	0.40
*FAM19A3*	Chemokine (C-C motif)-like protein TAFA-3	−0.68	NS	−0.84
*TMEM166*	Transmembrane protein 166	−0.61	NS	−0.40
*OXTR*	Oxytocin receptor	−0.71	NS	−0.67
*SPOCK2*	Testican	−0.41	NS	−0.58
*CXCL1*	Chemokine (C-X3-C motif) ligand 1	−0.99	NS	−0.69
*ITGA3*	Integrin, alpha 3	−0.50	NS	−0.64
*C15ORF52*	Chromosome 15 open reading frame 52	−0.34	NS	−0.26
*GBP4*	Guanylate binding protein 4	−0.62	NS	−0.45
	**9 genes altered by IL1β and by DEX**			
*PTGS2*	Prostaglandin-endoperoxide synthase 2	1.10	−1.57	NS
*NFKBIZ*	I-Kappa-B-zeta	0.46	−0.32	NS
*FGFRL1*	Fibroblast growth factor receptor-like 1	0.43	−0.31	NS
*S100A9*	S100 calcium binding protein A9	1.19	−0.96	NS
*LOC728454*	Similar to Beta-defensin 2 precursor	0.69	−0.83	NS
*PTPN20*	Protein tyrosine phosphatase, non-receptor type 20	0.51	−0.44	NS
*DEFB4*	Defensin, beta 4	0.69	−0.76	NS
*LI10RB*	Interleukin 10 receptor, beta	−0.50	0.42	NS
*NFKBIE*	I-Kappa-B-epsilon	−0.47	0.45	NS
	**4 genes altered by IL1β only**			
*LXN*	Latexin	0.63	NS	NS
*MAGED1*	Melanoma antigen family D, 1	0.40	NS	NS
*CCDC24*	Coiled-coil domain containing 24	−0.43	NS	NS
*IL1R2*	Interleukin 1 receptor, type II	−0.52	NS	NS

*Values represent log2 fold change relative to control-treated cells with adjusted p-value <0.05.

NS =  non significant (adjusted p-value >0.05).

Twenty-one genes were common between the IL1β+DEX and IL1β alone versus control comparisons, but not DEX alone versus control (Figure 2 and Table 2). The impact of treatment on the expression of these genes reflects IL1β since DEX neither further enhanced nor inhibited the IL1β effect. This was confirmed by direct comparison of the IL1β alone and IL1β+DEX treatment groups (data not shown).

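Of the genes that Table 2 lists for IL1β and IL1β+DEX but not DEX, 21 were among the most variable genes. In cells given DEX, the change with IL1β had the sign seen without DEX in all 21. Of the 21, 16 passed (18 when adjusted over the list alone), and the median ratio of the effects was 1.02, from 0.335 to 1.39. The study chose this list on these samples, so it is not independent evidence. Between IL1β+DEX and IL1β, CXCL5 differed by 0.01 on the log2 scale (standard error 0.12, adjusted p = 0.98), CXCL6 by -0.05 (standard error 0.0999, adjusted p = 0.792), IL17C by 0.16 (adjusted p = 0.24), CX3CL1 by 0.18 (adjusted p = 0.211) and OXTR by 0.02 (adjusted p = 0.919). The arginase gene ARG2 was 0.59 above DEX alone with both agents (adjusted p = 0.00726, and 0.0612 without DEX replicate 3), and the transcription factor gene E2F2 0.31 (adjusted p = 0.109). Of the 21, 1 differed between IL1β+DEX and IL1β. PI3, elafin, an inhibitor of neutrophil elastase, was higher by 0.47 with both agents (standard error 0.157, adjusted p = 0.0474, n = 3 arrays per group), and did not pass when adjusted over the list alone. The call was lost without each of the 6 arrays compared, with an adjusted p of 0.0558, 0.0742 and 0.19 without IL1β replicates 1, 2 and 3 and 0.0988, 0.144 and 0.0762 without IL1β+DEX replicates 1, 2 and 3.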

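With DEX, 692 of 3327 genes differed from vehicle, 340 higher and 352 lower, beside the 57 that IL1β changed. The largest rise was in SCNN1A, a subunit of the epithelial sodium channel, with a log2 fold change of 2.32 (standard error 0.0786, adjusted p = 1.88e-11, n = 3 arrays per group). The membrane mucin MUC1 rose by 1.66 (standard error 0.104, adjusted p = 2.89e-08), PLD5, a member of the phospholipase D family, by 1.73, VARS2, a mitochondrial valyl-tRNA synthetase, by 1.53, and TMOD1, which caps actin filaments, by 1.28. DUSP1, the phosphatase that inactivates MAP kinases, rose by 1.46 (standard error 0.113, adjusted p = 3.49e-07), and PTGER2, a prostaglandin E2 receptor, by 1.26. The largest fall was in MMP1, interstitial collagenase, with -2.23 (standard error 0.223, adjusted p = 5.74e-06). IL1B fell by 1.49 (standard error 0.101, adjusted p = 7.21e-08), TNFRSF11B, osteoprotegerin, by 1.36, and ODAPH, a gene of enamel formation, by 0.99. Of 29 genes known to be induced by glucocorticoids, 6 were higher and 2 lower (9 and 2 when adjusted over the list alone), with FKBP5, a co-chaperone of the glucocorticoid receptor, and KLF9, a transcription factor, each at 1.16, and the lower pair being CDKN1C and FOXO1, a cell cycle inhibitor and a transcription factor of metabolism, at -0.71 and -0.46. Their camera adjusted p = 5.88e-07, and adjusted p = 0.0688 with an estimated correlation. CDKN1C and FOXO1 were named after their values were seen. In 674 of the 692 genes every DEX array lay beyond every vehicle array, as in 36.9% of the genes tested, against 10% by chance. The count was 1106 and 411 without vehicle replicates 1 and 3 and 406 without DEX replicate 3. By the unmoderated test it was 169, in a fit of the DEX and vehicle arrays alone 376, and with array quality weights, chosen after seeing the data, 1172.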

DEX treatment altered the expression of a greater number of genes than IL1β. We used the Reactome Functional Interaction (FI) Network to explore the relationships among differentially expressed genes in OE-E6/E7 cells treated with DEX [36]. In brief, the FI network covers ∼50% of the human proteome representing nearly 210,000 FIs. Of the 590 genes that were differentially expressed in response to DEX, 356 (60%) were projected onto the FI network. The average-shortest path calculation demonstrated that the interactions between the 365 genes were more highly connected with each other than by chance alone (p<0.001). A minimum spanning tree algorithm was used to add 128 “linker” genes from the FI network to create a single fully connected subnetwork [38]. A spectral partitioning clustering algorithm was then used to identify clusters of genes that were highly interconnected with each other [39]. The clustering algorithm identified 5 functionally related network modules (0 to 4), which consisted of 11 or more genes (Figure 3 and File S1). All network diagrams were visualized using Cytoscape [40]. Using functional enrichment analysis, the modules were annotated for BioCarta, KEGG, NCI-PID, Panther, and Reactome pathways with a false discovery rate (FDR)<0.05. 

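Of 36 cytokines and chemokines, 10 were lower with DEX and 2 higher (16 and 2 when adjusted over the list alone), among them IL1A with a log2 fold change of -0.66 (standard error 0.0963, adjusted p = 0.000263, n = 3 arrays per group) and TNF with -0.67. EBI3, a subunit of the cytokines IL27 and IL35, rose by 0.57. The list's camera adjusted p = 1.69e-10, and 0.039 with an estimated correlation. Of 23 matrix proteases and inhibitors, 5 were lower and 0 higher over all genes by limma (8 and 1 when adjusted over the list alone, 10 and 1 at an unadjusted p under 0.05). ADAMTS1, a protease of proteoglycans, fell by 1.57 (standard error 0.0929, adjusted p = 2.03e-08) and MMP10, stromelysin-2, fell by 1.31 (camera, adjusted p = 1.35e-09, and 0.0433 with an estimated correlation). Of 37 integrin and extracellular matrix genes, 9 were lower and 3 higher (13 and 5 when adjusted over the list alone). The integrin ITGB8 fell by 0.59 and the proteoglycan VCAN by 0.69, the laminin chain LAMA4 by 1.09 among the most variable genes and by 0.60 over all its probes, and the collagen COL8A1 rose by 0.79 over all its probes (camera, adjusted p = 0.000409, and 0.0403 with an estimated correlation). Of 35 genes of DNA replication and mitosis, 3 were higher and 1 lower (11 and 3 when adjusted over the list alone). The replication factor GINS2 rose by 0.43 and the checkpoint kinase CHEK1 by 0.36, while CCND1, cyclin D1, fell by 0.40. This list's camera adjusted p = 2.15e-05, and adjusted p = 0.107 with an estimated correlation.

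**Figure D2:**
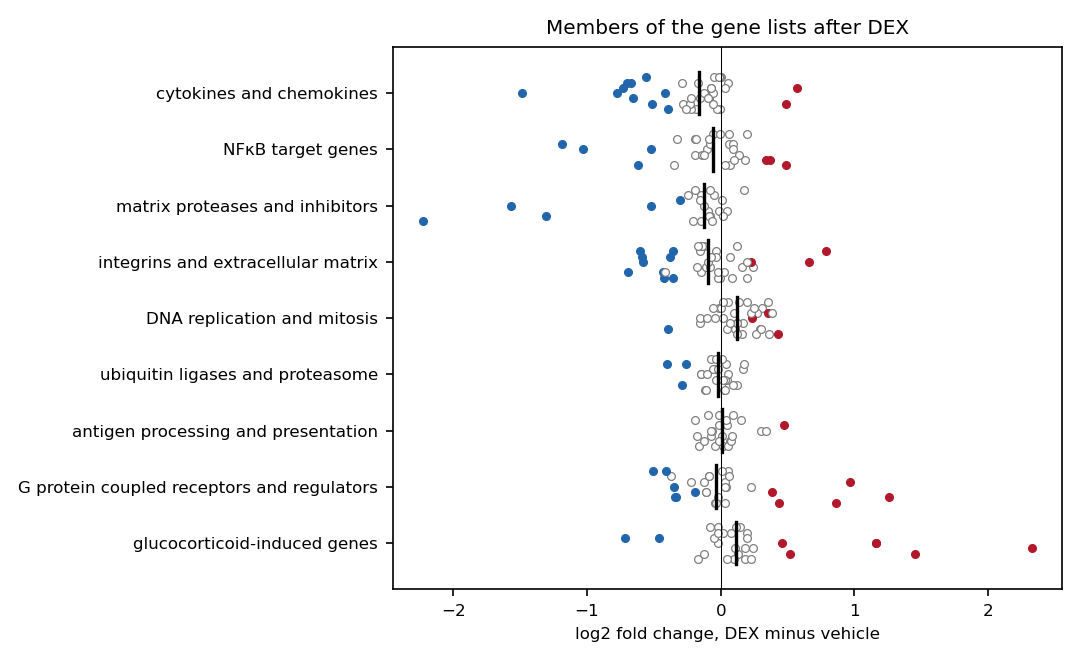
Log2 fold change (DEX minus vehicle, 3 arrays per group) of each measured member of 9 gene lists, fitted over all 20046 named genes. Blue points fell and red points rose at an adjusted p under 0.05, open points did not pass, and black bars mark the median of each list. The cytokine, protease and matrix lists hold more blue than red points, and the glucocorticoid-induced list more red than blue.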

Of interest were a number of pathways contained within the modules, including inflammatory response, interleukin and NFκB signaling (module 0; Figure S1 in File S1), chromosome maintenance and cell cycle (module 1; Figure S2 in File S1), integrin signaling and extracellular matrix organization (module 2; Figure S3 in File S1), ubiquitin mediated proteolysis and antigen processing/presentation (module 3; Figure S4 in File S1), and G protein coupled receptor signaling and downstream targets (module 4; Figure S5 in File S1). Using *NFKΒ1* and *RELA1* ‘linker’ genes of module 0, NFκΒ target genes and interacting proteins across four network modules were visualized in Cytoscape (Figure 4).

**Figure 3:**
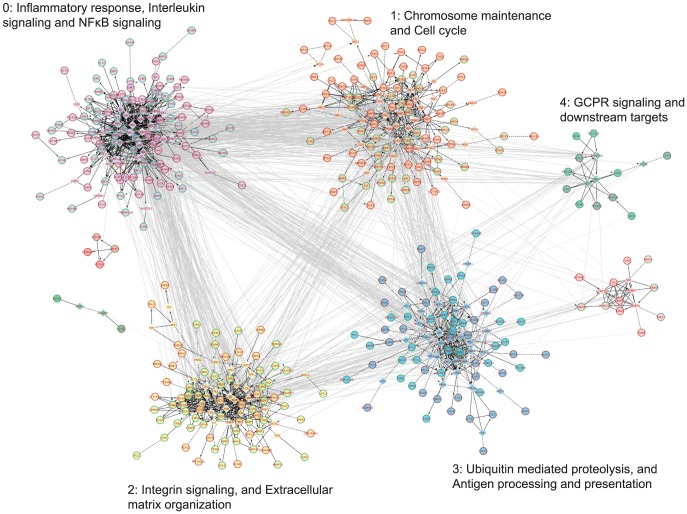
Network analysis of differentially expressed genes in human FTE OE-E6/E7 cells treated with DEX. Module annotations were performed with false discovery rate (FDR)<0.05. Genes up-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by red outer circles, whereas genes down-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by green outer circles. Linker genes are depicted as diamond shaped nodes. Direct activating or inhibitory interactions are indicated with the symbols → and -|, respectively. Indirect interactions involving additional proteins are depicted with dashed lines.

**Figure 4:**
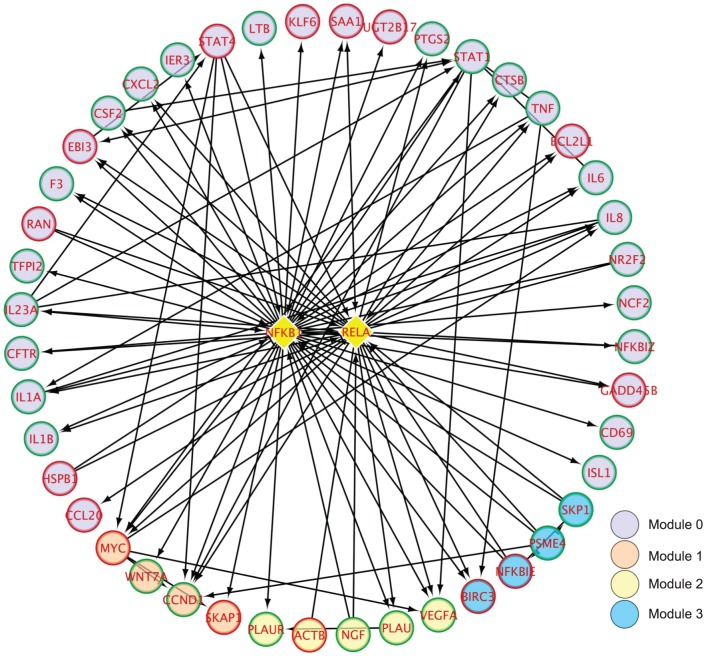
DEX affected NFκB target genes and interacting proteins across four network modules identified by network-based analysis. Genes up-regulated by DEX are depicted by red outer circles, whereas genes down-regulated by DEX are depicted by green outer circles. NFκB subunits are depicted by yellow diamonds. Direct activating or inhibitory interactions are indicated with the symbols → and -|, respectively. Indirect interactions involving additional proteins are depicted with dashed lines.

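Of 29 NFκB target genes, DEX lowered 4 and raised 3 (7 and 4 when adjusted over the list alone). IER3, an early response gene that modulates apoptosis, had a log2 fold change of -1.03 (standard error 0.0541, adjusted p = 4.06e-08 over all genes, n = 3 arrays per group). PLAU, the urokinase plasminogen activator, had -0.52 (adjusted p = 0.00928), and PTGS2 and F3, tissue factor, were also lower, F3 with -0.62. TLR2, a receptor for bacterial lipoproteins, rose by 0.49 (adjusted p = 0.00115), NFKBIE, an inhibitor of NFκB, by 0.37 and GADD45B, a stress response gene, by 0.34. F3 was named after its value was seen. As a set, the list did not differ from other genes (camera, adjusted p = 0.163, and 0.52 with an estimated correlation), with a median change of -0.06 and a mean of -0.10. Whether its members changed in either direction was tested with fry (adjusted p = 1.24e-11). A few changed members can suffice for this test. Most of the other lists also passed it with DEX, such as leukocyte markers (adjusted p = 0.00127), though ciliated epithelium markers did not (adjusted p = 0.195). The result is therefore not particular to NFκB target genes. Without DEX replicate 1 the list as a set passed as lower (adjusted p = 0.00669). Among the most variable genes, NFKBIE lost its call without DEX replicate 2 (adjusted p = 0.0553) or vehicle replicate 3 (adjusted p = 0.0605), and GADD45B without DEX replicate 1 (adjusted p = 0.0835).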

Four genes were selected for validation as differentially expressed genes due to IL1β or DEX treatment based on their potential involvement in carcinogenesis. OE-E6/E7 cells were treated as described for the gene expression profiling study and levels of Interleukin 8 (*IL8*), Interleukin-23 alpha subunit p19 (*IL23A*), Peptidase Inhibitor 3 (*PI3*) and Transforming Acidic Coiled-Coil Containing protein 2 (*TACC2*) transcripts were measured by RT-qPCR. Microarray analysis indicated increased expression of NFκΒ target gene *IL23A* by IL1β that did not attain statistical significance with a FDR-corrected t-test (P = 0.051, Table S1); however, a statistically significant increase was detected by RT-qPCR (Figure 5B). 

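IL23A, the p19 subunit of IL23, was higher with IL1β by 0.60 on the log2 scale (standard error 0.124, adjusted p = 0.0235 from limma, n = 3 arrays per group). The spread between the 3 arrays was 0.18 (SD) with IL1β and 0.21 with vehicle. With DEX it was lower by a log2 fold change of -0.73 (adjusted p = 0.00099). With IL1β+DEX it was lower than vehicle by -0.66 (adjusted p = 0.00133) and lower than with IL1β by -1.26 (adjusted p = 4.95e-06). In cells given DEX, adding IL1β changed it by 0.07 (adjusted p = 0.891). The difference between the IL1β effects with and without DEX was -0.53, with an unadjusted p = 0.00843 and an adjusted p = 0.997 from limma. The rise with IL1β missed the threshold without vehicle replicate 1 or 2 (adjusted p = 0.0729 and 0.0517) and without IL1β replicate 1, 2 or 3 (adjusted p = 0.0714, 0.0645 and 0.0645).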

A similar increase was also observed for the NFκΒ target gene *IL8* (Figure 5A). Consistent with an anti-inflammatory role, DEX pre-treatment inhibited the IL1β-induced expression of both genes. 

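CXCL8, which encodes the neutrophil chemokine IL8, was lower with DEX by a log2 fold change of -0.81 (standard error 0.104, adjusted p = 7.72e-05 from limma, n = 3 arrays per group). The SD between arrays was 0.146 with DEX and 0.15 with vehicle. With IL1β it changed by 0.34, which did not pass (adjusted p = 0.121), and with IL1β+DEX by -0.14 (adjusted p = 0.313). IL1β+DEX stood below IL1β by -0.48 (adjusted p = 0.00439) and above DEX by 0.66 (adjusted p = 0.00221). These values come from 1 of the 2 probes for CXCL8. The other, which the filter left out, changed by -0.11 with IL1β, -0.03 with DEX and -0.01 with both. With the median of both probes the change with DEX was -0.42 (adjusted p = 0.000632), and the difference between IL1β+DEX and IL1β did not pass (adjusted p = 0.101).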

In agreement with our gene expression profiling data, DEX alone reduced expression of *IL8*. Also consistent with our microarray data, DEX treatment increased *TACC2* expression, which was further increased by IL1β (Figure 5D). 

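TACC2, a centrosomal protein of the transforming acidic coiled-coil family, rose with DEX by 1.49 on the log2 scale (standard error 0.0869, adjusted p = 2.03e-08 from limma, n = 3 arrays per group) and with IL1β+DEX by 1.74 (adjusted p = 2.38e-09). The SD between arrays was 0.112 with DEX and 0.0447 with vehicle. IL1β alone changed it by -0.07 (adjusted p = 0.784). IL1β+DEX was 1.81 above IL1β (adjusted p = 1.78e-09) and 0.25 above DEX, a difference that did not pass (adjusted p = 0.134). The difference between the IL1β effects with and without DEX did not pass (unadjusted p = 0.0188, adjusted p = 0.997). TACC2 has 3 probes, of which the filter kept 2, and with DEX these changed by 2.33 and 0.65 and the other by 0.13. With the median of all 3 probes the change was 0.65 with DEX and 0.88 with IL1β+DEX (adjusted p = 0.000213 and 6.6e-06).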

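PI3 encodes elafin, an inhibitor of neutrophil elastase with antimicrobial activity. It had the largest rise with IL1β among the genes tested, 1.10 on the log2 scale (standard error 0.157, adjusted p = 0.00432 from limma, n = 3 arrays per group). In Table 2 the paper prints larger rises for IL17C (1.22) and S100A9 (1.19) than for PI3. The SD between arrays was 0.203 with IL1β and 0.245 with vehicle. The call held without each of the 6 arrays compared in turn, with an adjusted p = 0.0494 without IL1β replicate 1.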

*PI3* expression was increased by IL1β in our microarray analysis (Table 1) and the increase detected by RT-qPCR approached statistical significance (P = 0.096; Figure 5C). Consistent with our microarray data, increased *PI3* expression was detected with combined IL1β and DEX treatment.

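With IL1β+DEX, PI3 was higher than with vehicle by 1.56 on the log2 scale (standard error 0.157, adjusted p = 4.24e-06 from limma, n = 3 arrays per group) and higher than with DEX by 1.36 (adjusted p = 0.000298). DEX alone changed it by 0.21 (adjusted p = 0.339). The SD between arrays was 0.0803 with IL1β+DEX and 0.339 with DEX.

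**Figure D3:**
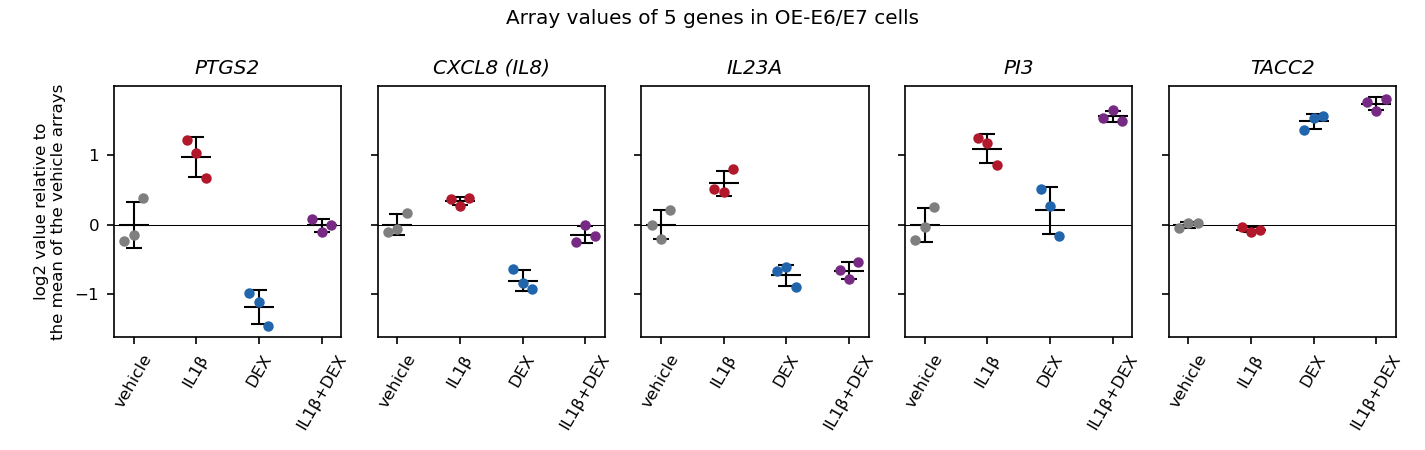
Log2 value of each array relative to the vehicle mean for PTGS2, CXCL8 (IL8), IL23A, PI3 and TACC2 in the 4 treatment groups, with the mean and SD of 3 arrays per group. PI3 stands 1.10 above the vehicle mean with IL1β and 1.56 with IL1β+DEX, and TACC2 1.49 above it with DEX.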

**Figure 5:**
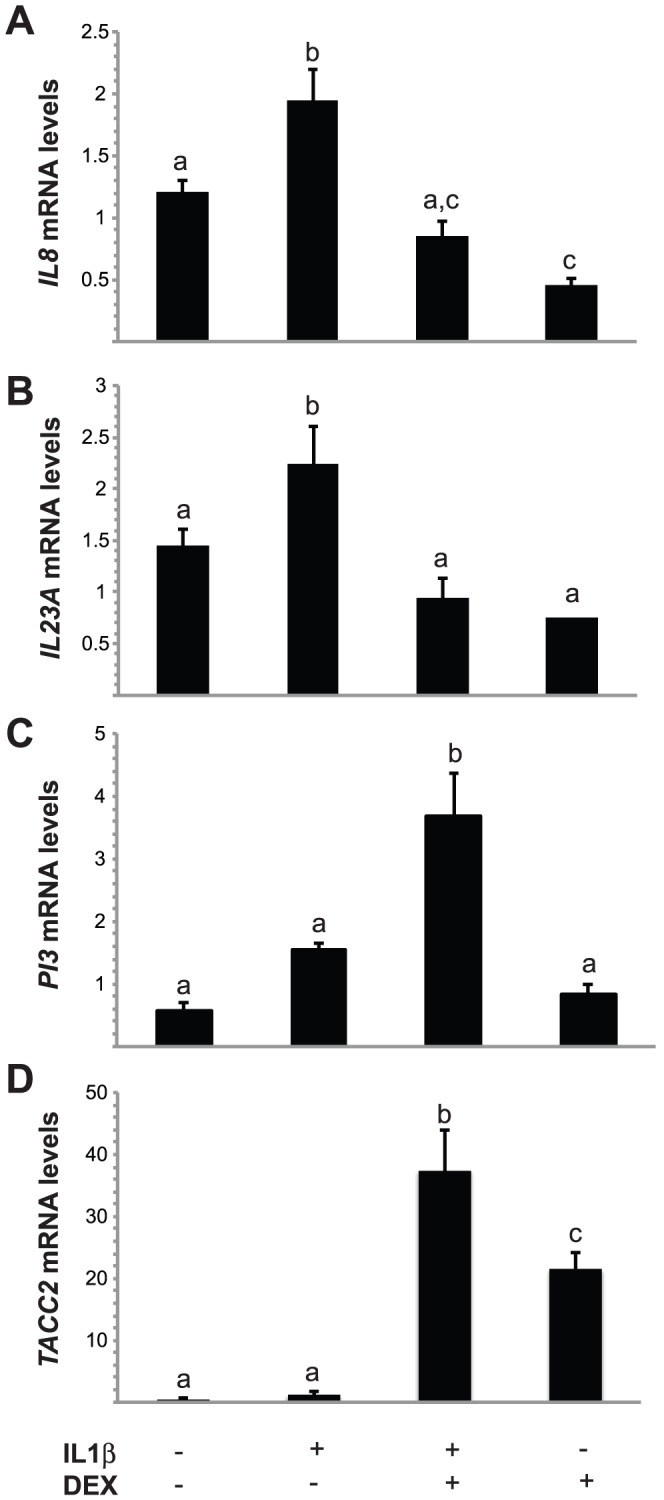
Transcript levels of *IL8*, *IL23A*, *PI3* and *TACC2* following IL1β and/or DEX treatment. OE-E6/E7 cells were treated with 10 nM DEX or vehicle 30 h prior to treatment with 50 ng/ml IL1β or vehicle and harvested 18 h later. Total RNA was extracted and RT-qPCR was performed for *IL8* (A), *IL23A* (B), *PI3* (C), *TACC2* (D) and were normalized to *TBP*. Bars represent the mean ± SEM (n = 3 biological replicates performed in triplicate). Bars with different letters are statistically different from one another as determined by ANOVA followed by a Student-Newman-Keuls post-hoc multiple comparison test (*p*<0.05).

To determine if similar effects are observed in non-immortalized FTE cells, a primary culture of human FTE cells derived from excess surgical material was treated with IL1β with or without DEX as described for OE-E6/E7 cells and RT-qPCR was performed for *PTGS2, IL8*, *IL23A*, *PI3* and *TACC2* transcripts. IL1β treatment increased the expression of *PTGS2, IL8*, *IL23A*, *PI3* transcripts and DEX treatment inhibited the IL1β-induced increase (Figure 6). DEX alone had no effect on *PTGS2, IL8*, or *PI3* transcript levels but decreased expression of *IL23A*. Similar to OE-E6/E7 cells, DEX treatment increased *TACC2* transcript levels, which were further elevated by IL1β co-treatment (Figure 6).

**Figure 6:**
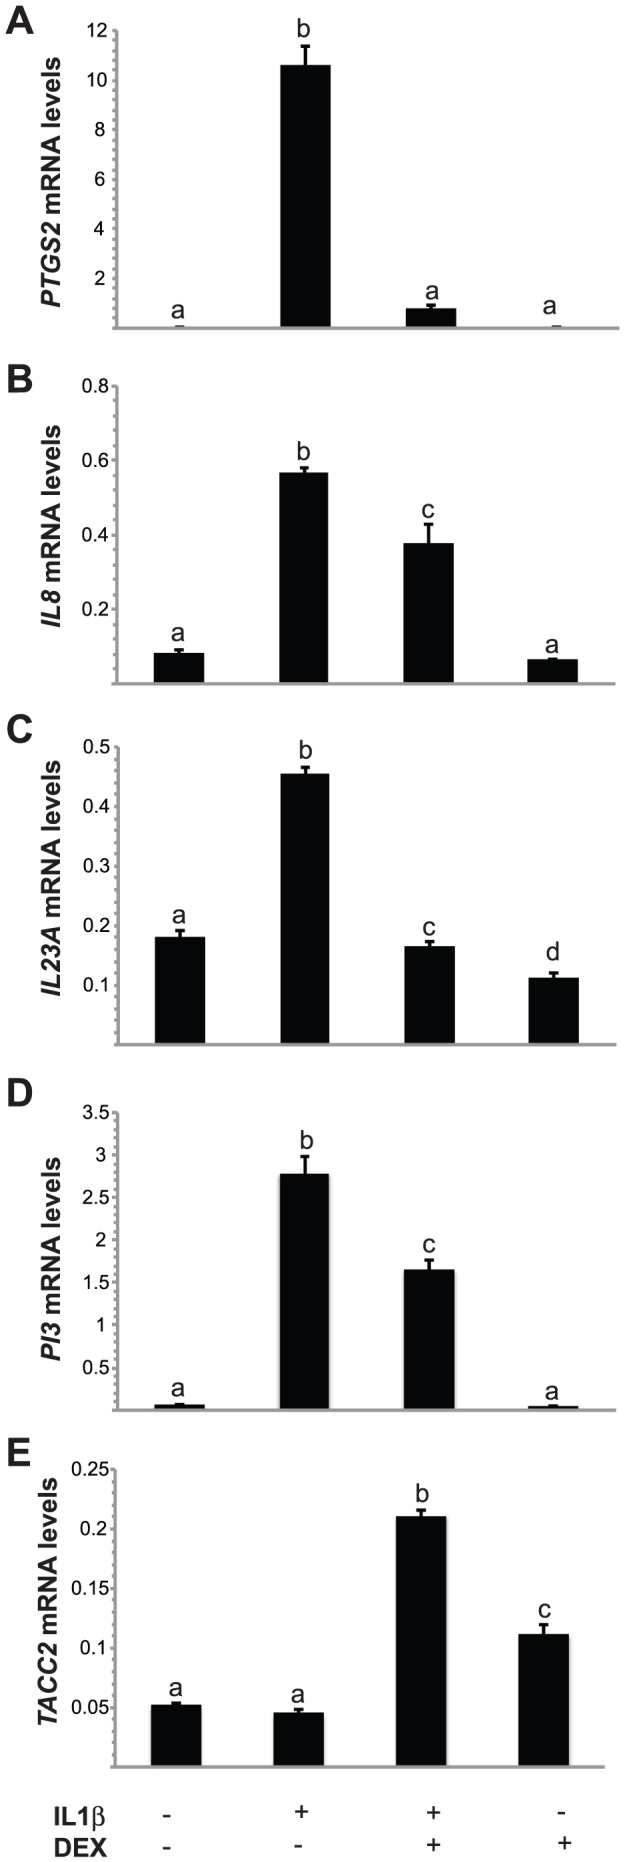
Transcript levels of *PTGS2*, *IL8*, *IL23A*, *PI3* and *TACC2* following IL1β and/or DEX treatment. Primary FTE cells were treated with 10/ml IL1β or vehicle and harvested 18 h later. Total RNA was extracted and RT-qPCR was performed for *PTGS2* (A), *IL8* (B), *IL23A* (C), *PI3* (D), *TACC2* (E) and were normalized to the geometric mean of 4 reference genes. Bars represent the mean ± SEM (n = 3). Bars with different letters are statistically different from one another as determined by ANOVA followed by a Student-Newman-Keuls post-hoc multiple comparison test (*p*<0.05).

## Discussion

Inflammation plays an important role in the initiation and progression of several cancers [18], [41]. In healthy cycling women, the fallopian tube may be exposed to an inflammatory milieu at the time of ovulation and in the event of retrograde menstruation [42]. Ovulation is a highly-localized, acute inflammatory event that exposes the distal FTE to follicular fluid containing pro-inflammatory cytokines and mediators, including IL1 and TNF, as well as high concentrations of steroid hormones [43], [44]. Likewise, retrograde menstruation can expose the entire length of the fallopian tube to pro-inflammatory agents within the menses. Rapid resolution of inflammatory signaling is thus important to limit cellular damage to the epithelium. Approximately 80% of TICs within the FTE are found in the fimbria or distal portion of the tube [3], consistent with exposure to ovulation-associated inflammation. Molecular profiling of microdissected FTE from *BRCA* mutation carriers and control patients indicated luteal FTE from mutation carriers differed from that of control patients, whereas follicular FTE were highly similar between the two groups [45]. This difference in luteal phase FTE from *BRCA* mutation carriers predominantly reflected a pro-inflammatory gene signature consistent with increased NFκB signaling and diminished glucocorticoid receptor signaling [21], [46]. The FTE samples were not obtained immediately following ovulation and the response of tubule epithelial cells to inflammatory cytokine or glucocorticoid exposure has not been characterized.

NFκB, a principal intracellular mediator of pro-inflammatory cytokines, has been proposed as a mechanistic link between inflammation and cancer [47], [48] and its pro-inflammatory signaling targets are activated by both IL1 and TNF. 

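Of 29 NFκB target genes, IL1β raised 1, PTGS2, and lowered 0 at an adjusted p under 0.05 over all genes by limma. When adjusted over the list alone 11 were higher and 3 lower, as at an unadjusted p under 0.05. The list as a set was higher (camera, adjusted p = 0.000288), with an adjusted p = 0.144 with an estimated correlation and 0.0509 by fry, and a median log2 fold change of 0.06 over its 29 members. ZC3H12A, an RNase that degrades inflammatory transcripts, changed by 0.32 (standard error 0.0896, adjusted p = 0.0938 among the most variable genes, n = 3 arrays per group). SOD2 passed there, and over all 3 of its probes had an adjusted p = 0.144. NFKBIZ also passed there, with 0.45 (adjusted p = 0.0343) on the probe that the filter kept, while its other probe changed by 0.00143. NFKBIE, an inhibitor of NFκB, changed by -0.36 (adjusted p = 0.061).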

Consistent with this, we found well-established direct transcriptional targets of NFκB signaling to be up-regulated by IL1β treatment in OE-E6/E7 cells.

Glucocorticoids exert pleiotropic effects critical to maintaining tissue homeostasis. As such, they play a key role in moderating and resolving inflammatory environments by inhibiting downstream signaling by inflammatory cytokines and by inducing cell-type specific apoptosis of monocytes, macrophages, and T-lymphocytes [49]. In addition to reversing the impact of IL1β on many inflammation-associated genes, our data indicate that glucocorticoid receptor signaling impacts the expression of multiple genes unaffected by IL1β. 

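Of the genes that DEX moved most, some also passed with IL1β, such as PTGS2, IL1B, DMBT1 and SYTL2, and others did not. SCNN1A changed by -0.10 with IL1β on the log2 scale (standard error 0.0786, adjusted p = 0.632, n = 3 arrays per group), DUSP1 by 0.06 (standard error 0.113, adjusted p = 0.892), MMP1 by -0.03 (standard error 0.223, adjusted p = 0.972), TNF by -0.02 (adjusted p = 0.966), IL1A by 0.02 (adjusted p = 0.95) and TNFRSF11B by 0.00 (standard error 0.15, adjusted p = 0.995). FKBP5 changed by -0.08 and KLF9 by 0.04. Of the 29 glucocorticoid-induced genes, IL1β raised 1, IRAK3, an inhibitor of IL1 receptor signalling, by 0.31 (adjusted p = 0.0325 over all genes), and lowered 0 by limma, with the same counts when adjusted over the list alone and 6 and 0 at an unadjusted p under 0.05. As a set the list passed as higher (camera, adjusted p = 0.00852), with an adjusted p = 0.299 with an estimated correlation, 0.156 by fry and 0.423 without vehicle replicate 1. IRAK3 rose further with DEX, by 0.52 (adjusted p = 7.22e-05), and with IL1β+DEX by 0.93.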

Activated glucocorticoid receptors heterodimerize with the NFκB subunit RelA, resulting in inhibition of RelA signaling [50], [51]. Additionally, the glucocorticoid receptor can affect the expression of anti-inflammatory genes through transactivation. Our pathway analysis indicated genes involved with inflammatory response, cell cycle, extracellular matrix organization, antigen processing, and G-protein coupled receptor signaling are affected by DEX treatment. 

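Signalling genes of the G protein coupled receptor list moved both ways with DEX. Of 29, 5 were higher and 6 lower, over all genes and when adjusted over the list alone. The adrenergic receptor ADRA1B rose by 0.96 on the log2 scale (standard error 0.069, adjusted p = 1.05e-06 over all genes, n = 3 arrays per group) and the kinase inhibitor PKIA fell by 0.51. The list as a set did not pass (camera, adjusted p = 0.559), with a median of -0.03 and a mean of 0.04. Of 25 genes of antigen processing and presentation, HLA-DMB, which loads peptides on class II molecules, rose by 0.47 (adjusted p = 0.0092), and 0 fell by limma. Adjusted over the list alone 2 were higher and 0 lower, with 4 and 2 at an unadjusted p under 0.05 (camera, adjusted p = 0.69). Of 28 ubiquitin ligase and proteasome genes, 3 were lower and 0 higher by limma (3 and 1 when adjusted over the list alone, 3 and 2 at an unadjusted p under 0.05). PSME4, a proteasome activator, fell by 0.40, and the ubiquitin ligase genes FBXO2 and NEDD4L by 0.29 and 0.26 over all their probes (camera, adjusted p = 0.19 for the list). Of 20 genes of the prostaglandin pathway, 4 were higher and 2 lower, 4 and 4 when adjusted over the list alone. SLCO2A1, the prostaglandin transporter, rose by 0.96 (adjusted p = 1.43e-06) and AKR1C3, a prostaglandin F synthase, fell by 0.46. The prostaglandin list did not pass by camera (adjusted p = 0.652) and passed by fry (adjusted p = 0.0154), with a median of -0.02 and a mean of 0.04. NEDD4L lost its call among the most variable genes without vehicle replicates 2 and 3 and DEX replicates 1, 2 and 3 (adjusted p = 0.0546, 0.201, 0.0963, 0.114 and 0.0962), and AKR1C3 without DEX replicate 3 (adjusted p = 0.0646).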

Many of the genes in these pathways are NFκB target genes or encode NFκB interacting proteins. Several of these were not found to be affected by IL1β treatment, which could reflect differences in NFκΒ family members involved, the timing of the treatments, or regulation through independent pathways [52], [53]. Nonetheless, this finding is consistent with a more generalized anti-inflammatory effect of glucocorticoid receptor activaton that is not restricted to inhibition of IL1β-activated NFκΒ signaling.

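Several NFκB target genes that DEX changed did not pass with IL1β. IER3 changed by 0.16 with IL1β on the log2 scale (standard error 0.0806, adjusted p = 0.379, n = 3 arrays per group), PLAU by -0.37 (standard error 0.115, adjusted p = 0.124), TLR2 by -0.05 (standard error 0.0918, adjusted p = 0.864) and GADD45B by 0.27 (adjusted p = 0.174). With IL1β+DEX, IER3 was lower by -0.80 (adjusted p = 4.08e-06) and PLAU by -0.89 (adjusted p = 5.29e-05), TLR2 was higher by 0.32 and GADD45B by 0.57. Of the 29 NFκB target genes, 2 were higher and 4 lower with IL1β+DEX, 8 and 5 when adjusted over the list alone. As a set the list did not pass (camera, adjusted p = 0.555), with a median of 0.08, a mean of -0.000601 and a test pointing up. TLR2 lost its call with IL1β+DEX without vehicle replicate 3 (adjusted p = 0.0824) and without IL1β+DEX replicates 1, 2 and 3 (adjusted p = 0.0641, 0.0515 and 0.054).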

The genes validated in this study – *PTGS2*, *IL8*, *IL23A*, *TACC2* and *PI3* – were selected based upon their differential response to treatment and their implication for cancer initiation. IL1 is a potent stimulator of *PTGS2* expression and prostaglandin production in ovarian tissue. Mice with targeted deletion of *PTGS2* fail to ovulate [54], indicating the importance of prostaglandin production in ovulation. Within the fallopian tube, prostaglandins may play a non-inflammatory role in muscular contraction and the resulting transport of the oocyte/embryo toward the uterus [55]. We found that treatment of OE-E6/E7 cells with peri-ovulatory follicular fluid collected from patients undergoing *in vitro* fertilization increased PTGS2 protein levels (data not shown). PTGS2 is a major inflammatory mediator up-regulated in several cancers, most notably colorectal carcinoma [56], [57]. Prostaglandins evoke further cytokine expression to promote the inflammatory response, which could contribute to carcinogenesis. Indeed, a protective effect of PTGS2 inhibition has been shown for certain cancers, such as colorectal cancer [56], [57]. Moreover, recent studies suggest aspirin, an inhibitor of both PTGS1 and 2, may exert a protective effect for invasive ovarian cancer [58], [59]. In the present study, we found PTGS2 expression was increased by IL1β, an effect that was blocked by glucocorticoid signaling. 

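PTGS2, the inducible cyclooxygenase, was higher with IL1β by 0.98 on the log2 scale (standard error 0.167, adjusted p = 0.00903 from limma, n = 3 arrays per group). With DEX it was lower than vehicle by a log2 fold change of -1.19 (adjusted p = 0.000186). With IL1β+DEX it was within 0.01 of vehicle (log2 fold change -0.01, adjusted p = 0.974) and below IL1β by -0.99 (adjusted p = 0.000826). In cells given DEX, adding IL1β raised it by 1.18 (adjusted p = 0.00109), and the difference between the IL1β effects with and without DEX had an unadjusted p = 0.41. The SD between arrays was 0.333 with vehicle, 0.285 with IL1β, 0.244 with DEX and 0.0958 with IL1β+DEX. Its 2 probes changed alike, by 0.90 and 1.06 with IL1β and by -1.10 and -1.27 with DEX. The rise with IL1β missed the threshold without vehicle replicate 1 (adjusted p = 0.0541) or IL1β replicate 1 or 2 (adjusted p = 0.0714 and 0.0564). These are RNA values at 18 h. The paper's Western blots measured PTGS2 protein at a later time, where DEX left the uninduced level unaffected. Its RT-qPCR of PTGS2 used primary cells. The array values are therefore not a repeat of either measurement.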

A stimulatory, rather than inhibitory effect of DEX on PTGS2 expression has been reported in a variety of cell types [22], [23], [24], [25]. While the mechanism underlying this paradoxical response are not fully understood, Wang et al [23] recently showed that DEX treatment of placental cytotrophoblast cells up-regulated expression of *MAP3K14/NIK*, a serine/threonine kinase that mediates activation of non-canonical NFκB signaling by processing NFκB2/p100 to active p52 [52]. 

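With DEX, MAP3K14, which encodes the NFκB-inducing kinase, changed by 0.07 on the log2 scale (95% confidence interval -0.0882 to 0.23, adjusted p = 0.795 over all genes by limma, n = 3 arrays per group). NFKB1 changed by 0.01, NFKB2 by -0.02, REL by 0.04 and RELA by -0.11. RELB, a subunit of the non-canonical pathway, changed by 0.21 (standard error 0.0735, unadjusted p = 0.0107, adjusted p = 0.177). Of these 6 genes 0 passed over all genes or over the list alone, and 1 had an unadjusted p under 0.05. As a set they did not pass (camera, adjusted p = 0.753). Their 95% intervals lay between -0.225 and 0.372. With IL1β 0 of the 6 passed and 1, RELA, had an unadjusted p under 0.05 (log2 fold change -0.12). How strongly these genes were expressed was not examined.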

In the present study, we did not see evidence of DEX altering the expression of *MAP3K14* or of NFκB subunits in OE-E6/E7 cells.

IL8 accentuates local pro-inflammatory signaling by attracting monocytes, neutrophils and T-cells and its expression is increased in the distal fallopian tube during the peri-ovulatory period [45], [60]. IL8 is elevated in the serum of ovarian cancer patients and enhances tumorigenicity of ovarian cancer cell mouse xenographs [61], [62]. Since *IL8* is a known downstream target of IL1 [26] and our profiling data indicated an inhibitory effect of DEX, we examined its expression by RT-qPCR. Our results are consistent with IL1β acting upon these cells and primary cultured FTE cells to induce *IL8*, and verified the inhibitory impact of DEX on this expression.

IL23 is a heterodimeric cytokine, consisting of a p19 (IL23A) and p40 (IL12β) subunit, produced by multiple cell types [63]. Although IL23 shares a subunit with IL12, it activates a distinct receptor and exerts effects that differ from those of IL12 [64]. In contrast to IL12, IL23 promotes pro-inflammatory responses and diminishes tumor infiltration of cytotoxic T cells as determined in a DMBA/TPA-induced skin papilloma mouse model [65]. More recently, Teng et al [66] showed IL23 promotes methylcholanthrene-induced fibrosarcoma in mice by antagonizing anti-tumor innate immune responses. This combination of stimulating inflammatory signaling while diminishing immune surveillance would facilitate early events in carcinogenesis. We found that IL1β stimulated expression of *IL23A* in both OE-E6/E7 and primary FTE cells and that this increase was blocked by DEX.

TACC2 is a member of a family of highly conserved proteins that associate with the centrosome-spindle apparatus and are thought to play a role in cell division [67]. In mammals, both TACC2 and 3 function as nuclear receptor coactivators [60], [67]. TACC2 associates with retinoic acid receptor RXRβ and with histone acetytransferases and the Switch/sucrose nonfermentable (swi/snf) complex involved with chromatin remodeling and transcription [67], [68], [69]. While both tumor promoting and suppressive activities of TACC2 have been reported in various cancers [70], [71], [72], Lauffart et al [73] have shown that TACC2 and 3 interact with the BARD1/BRCA1 complex and may play a role in DNA double-strand break repair. Our data indicate *TACC2* expression is increased by DEX in both OE-E6/E7 cells and primary FTE cells, which is consistent with a previous report showing increased expression of TACC2 by DEX in ovarian cancer cells [74]. The functional impact of this increase remains to be determined.

*PI3* encodes a serine protease inhibitor that functions as an anti-inflammatory mediator. Ghosh et al [75] reported that epithelial cells within the female reproductive tract, including the fallopian tube, express PI3 with higher levels observed during the luteal phase. Although PI3 has been shown to reduce neutrophil and macrophage accumulation and increase G-CSF levels, consistent with a role in innate immunity, a role in adaptive immunity has also been suggested [76]. Consistent with our data showing increased PI3 expression by IL1β, other studies have shown increased expression of PI3 in IL1β-treated endocervical cells and in OE-E6/E7 cells exposed to *Chlamydia trachomatis* [77], [78], likely through NFκB signaling [79]. Since NFκB signaling is in turn inhibited by PI3 [80] this increase in PI3 may be directed at containing the pro-inflammatory response. Our finding that DEX treatment further increased PI3 expression in the presence of IL1β in OE-E6/E7 cells was surprising, given the inhibitory impact of glucocorticoid activation on NFκB signaling. However, an inhibitory effect of DEX on IL1β-induced *PI3* transcript levels was observed in primary FTE cells.

In summary, we demonstrate that IL1β, a cytokine associated with ovulation, induces a pro-inflammatory gene expression signature in an immortalized human fallopian tube epithelial cell line. Activation of glucocorticoid receptor by a synthetic agonist reversed the expression of several IL1β-induced inflammatory genes and altered the expression of additional inflammation-associated genes. These findings were confirmed for key representative genes in a primary culture of FTE cells. Thus, this study provides support for the hypothesis that pro-inflammatory signaling is induced in FTE cells by inflammatory mediators, such as those present in follicular fluid at the time of ovulation, and that this signaling is opposed by glucocorticoids. Dysregulation of glucocorticoid receptor signaling could therefore contribute to increased risk for HGSOC.

## Supporting Information

Table S1 **Annotation of Genes in Venn diagram shown in** **Figure 2** **.**
(XLSX)

File S1 **Supporting Figures. Figure S1.** Network Module 0, representing ‘Inflammatory response, Interleukin signaling and NFκB signaling’ shown in Figure 3. **Figure S2.** Network Module 1, representing ‘Chromosomal maintenance and Cell cycle’ shown in Figure 3. **Figure S3.** Network Module 2, representing ‘Integrin signaling and Extracellular matrix organization’ shown in Figure 3. **Figure S4.** Network Module 3, representing ‘Ubiquitin mediated proteolysis and Antigen processing and presentation’ shown in Figure 3. **Figure S5.** Network Module 4, representing ‘G protein coupled receptor signaling and downstream targets' shown in Figure 3.
(DOC)

# Supplementary material for: Glucocorticoid-Induced Reversal of Interleukin-1β-Stimulated Inflammatory Gene Expression in Human Oviductal Cells
**Source:** PLoS One. 2014 May 21;9(5):e97997. doi: 10.1371/journal.pone.0097997
**Supplement:** File S1 — Supporting Figures. Figure S1. Network Module 0, representing ‘Inflammatory response, Interleukin signaling and NFκB signaling’ shown in Figure 3. Figure S2. Network Module 1, representing ‘Chromosomal maintenance and Cell cycle’ shown in Figure 3. Figure S3. Network Module 2, representing ‘Integrin signaling and Extracellular matrix organization’ shown in Figure 3. Figure S4. Network Module 3, representing ‘Ubiquitin mediated proteolysis and Antigen processing and presentation’ shown in Figure 3. Figure S5. Network Module 4, representing ‘G protein coupled receptor signaling and downstream targets' shown in Figure 3.

**SuppORTING FIGUREs FILE S1**

**Figure S1**. **Network Module 0, representing ‘Inflammatory response, Interleukin signaling and NFkB signaling’ shown in Figure 3.** Genes up-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by red outer circles, whereas genes down-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by green outer circles. Linker genes are depicted as diamond shaped nodes. Direct activating or inhibitory interactions are indicated with the symbols → and -|, respectively. Indirect interactions involving additional proteins are depicted with dashed lines.

**Figure S2. Network Module 1, representing ‘Chromosomal maintenance and Cell cycle’ shown in Figure 3.**  Genes up-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by red outer circles, whereas genes down-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by green outer circles. Linker genes are depicted as diamond shaped nodes. Direct activating or inhibitory interactions are indicated with the symbols → and -|, respectively. Indirect interactions involving additional proteins are depicted with dashed lines.

**Figure S3. Network Module 2, representing ‘Integrin signaling and Extracellular matrix organization’ shown in Figure 3.** Genes up-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by red outer circles, whereas genes down-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by green outer circles. Linker genes are depicted as diamond shaped nodes. Direct activating or inhibitory interactions are indicated with the symbols → and -|, respectively. Indirect interactions involving additional proteins are depicted with dashed lines.

**Figure S4. Network Module 3, representing ‘Ubiquitin mediated proteolysis and Antigen processing and presentation’ shown in Figure 3.**  Genes up-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by red outer circles, whereas genes down-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by green outer circles. Linker genes are depicted as diamond shaped nodes. Direct activating or inhibitory interactions are indicated with the symbols → and -|, respectively. Indirect interactions involving additional proteins are depicted with dashed lines.

**Figure S5. Network Module 4, representing ‘G protein coupled receptor signaling and downstream targets’ shown in Figure 3.** Genes up-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by red outer circles, whereas genes down-regulated in human FTE OE-E6/E7 cells treated with DEX are depicted by green outer circles. Linker genes are depicted as diamond shaped nodes. Direct activating or inhibitory interactions are indicated with the symbols → and -|, respectively. Indirect interactions involving additional proteins are depicted with dashed lines.

How the deposited data were processed for this re-analysis (not part of the article)

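Expression was measured in OE-E6/E7 cells on 12 Illumina HT-12 v4.0 arrays, 3 for each of vehicle, 50 ng/ml IL1β, 10 nM DEX and IL1β+DEX. The authors read the scans with GenomeStudio and quantile normalized the signals with lumi. The deposited values, taken to be log2 values, are centred on each probe's median over the arrays, so they hold the change of each probe between arrays and no signal level. A table of 24 further columns, 12 of them signals, names its arrays only by serial numbers that no label ties to a treatment, and it was not used here. The design made before the data were examined assumed raw signals with known conditions. The deposited log2 values were used in their place, with no detection filter, no other background correction and no other scaling between arrays. Every array's mean was 0.00132, and the smallest of the largest differences between 2 arrays was 1.01, so no array was a copy of another.

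Of 47322 probes, 30112 carried 1 gene name, 8 several and 17202 none. The gene table of GRCh38.p14 served for names only, 39 named probes had no current gene, and 0 symbols were changed. As in the paper's methods, the 10 percent of probes with the largest interquartile range were kept and the probes of a gene were collapsed to their median. Group means were fitted with limma 3.58.1 in R 4.3.3, and 6 contrasts were tested, which were each treatment against vehicle, IL1β+DEX against IL1β and against DEX, and the difference between the IL1β effects with and without DEX. The fit had 8 residual degrees of freedom and 7.38 prior ones (6.61 over all genes). p-values were two-sided and Benjamini-Hochberg adjusted within each contrast, with a threshold of 0.05. A second fit over all 20046 named genes, without the filter, gave 36 genes for IL1β, 561 for DEX and 801 for IL1β+DEX and served for the gene lists. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

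Lists were tested with camera at an inter-gene correlation of 0.01, again with an estimated correlation, and with fry, with p-values adjusted over 22 lists and 3 contrasts. The lists were NFκB target genes, cytokines and chemokines, antimicrobial and acute-phase genes, IL1 receptor signalling, NFκB subunits and MAP3K14, glucocorticoid-induced genes, metallothioneins, prostaglandin pathway, matrix proteases and inhibitors, integrins and extracellular matrix, DNA replication and mitosis, ubiquitin ligases and proteasome, antigen processing and presentation, interferon-induced genes, G protein coupled receptors and regulators, oviductal secretory epithelium, ciliated epithelium, squamous epithelium, fibroblast and mesenchymal, and leukocyte markers, RT-qPCR reference genes, and stress and RNA quality genes. They were written from textbook knowledge and the paper's module names before the data were examined, but after Table S1 had been read. The contrasts, tests, thresholds, lists, alternatives and the rule for naming genes were also set before the data were examined. The rule names, for each treatment, the 12 largest rises and the 12 largest falls among the genes that passed with every treated array beyond every vehicle array, every gene the paper names in its text or Table 2, and up to 4 members of each list with the smallest adjusted p.

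The steps were tested on simulated data with the same arrays per group, in 5 runs of 200 changed genes among 3327. For IL1β against vehicle, 84.4% of changes of 0.5 and 99.6% of changes of 1 on the log2 scale were found, with a mean of 7.8 false calls. In a separate simulation over 20046 genes with 1 list raised, camera called 1 of 22 lists, the 1 that was raised. It was a single run with genes drawn independently of each other. It therefore cannot show how often camera errs on lists whose genes vary together. For shared controls, overlaps were compared with 100 simulations of groups without effects. The alternatives tried were no filter, the most variable 25% of probes, collapsing probes to genes first, a fit of the 2 groups compared, an unmoderated t-test, replicate number as a block, each array left out in turn and, chosen after seeing the data, robust variance estimation, the most variable probe of each gene, unnamed probes kept, and array quality weights. Normexp background correction and median centring in place of quantile normalization need signals with known treatments, and the BeadChip as a block needs slide names, so these were not run. Detection filters, the brightest probe and a variance trend were not run either, although the unused signals over all 12 arrays, which need no treatment for that, hold what they require.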

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

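Of the tests in this part, array quality weights and the splits of the arrays were chosen after the results were seen. The others were planned, after Table S1 had been read. Of the genes named below, SERPINA3 was chosen after its values were seen.

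Table S1 holds no comparison of IL1β+DEX with DEX, that is, of the effect of IL1β in cells given DEX, although the paper states a further rise of TACC2 by RT-qPCR. In it 108 of 3327 genes passed, 57 higher and 51 lower, of which 35 also passed for IL1β alone, 106 had the same sign as with IL1β alone, and 36 stand in neither Table S1 nor Table 2. Without IL1β+DEX replicates 1, 2 and 3 the count was 33 (25 higher and 8 lower), 49 (30 and 19) and 42 (33 and 9), and without DEX replicates 2 and 3 it was 45 (31 and 14) and 27 (20 and 7), so the even balance of rises and falls did not hold without single arrays. By an unmoderated t-test it was 2 (607 at an unadjusted p under 0.05), and with array quality weights 241. The other 9 splits of these 6 arrays gave at most 0 genes by limma, and 10 splits are too few for a share under 0.05.

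Among the genes outside Table S1, MANCR, a long non-coding RNA, had a change of -0.893 on the log2 scale (standard error 0.112, adjusted p = 0.000409). It was lower with DEX by -0.78, and with IL1β alone its change of -0.40 did not pass (adjusted p = 0.0939). SERPINA3, an acute-phase inhibitor of proteases, rose by 0.748 over DEX (standard error 0.108, adjusted p = 0.00109), beside a change of 0.16 with IL1β alone (adjusted p = 0.546). PHACTR3, a regulator of protein phosphatase 1, had a change of -0.753 (standard error 0.124, adjusted p = 0.00328), beside -0.04 with IL1β and 1.36 with DEX. With all probes of PHACTR3 its adjusted p was 0.973. That these genes passed with DEX and missed the threshold without it does not show that DEX changed their response, since no gene passed the test of that difference by limma, where 113 had an unadjusted p under 0.05.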

How the results depend on the processing

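Array quality weights, unnamed probes and the most variable probe were tests chosen after the results were seen. All counts rest on 3 arrays per group, and the median SD per gene was 0.149 for vehicle, 0.104 for IL1β, 0.105 for DEX and 0.103 for IL1β+DEX among the most variable genes, but 0.0743, 0.0662, 0.0649 and 0.0654 over all genes. Of the 46 named calls for IL1β, 4 held in every setting apart from the t-test and 3 without each array, beside 69 and 71 of 92 for DEX, 93 and 95 of 119 for IL1β+DEX, 73 and 69 of 91 for IL1β+DEX against IL1β and 36 and 21 of 46 for IL1β+DEX against DEX. Background correction, scaling between arrays, detection filters, the brightest probe, a variance trend and a BeadChip block were not run.

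Without the filter the count for IL1β was 36, the genes called only for IL1β 4, for IL1β and DEX 3 and for IL1β and IL1β+DEX 17. ANK3, with 0.36 between IL1β+DEX and IL1β on its variable probe, had -0.00658 there (adjusted p = 0.989). With probes collapsed first the genes called only for IL1β were 3. With only the 2 groups compared the count was 5 for IL1β, 376 for DEX and 759 for at least 1 treatment, and the parts of the overlap were 0 for IL1β only, 106 for DEX only, 0 for IL1β and DEX, 4 for IL1β and IL1β+DEX, 269 for DEX and IL1β+DEX and 1 for all 3. By an unmoderated t-test IL1β changed 0 genes (356 at an unadjusted p under 0.05, and 523 by limma), DEX 169, IL1β+DEX 416 and at least 1 treatment 465, IL1β+DEX differed from DEX in 2, and the parts were 0 for IL1β only, 49 for DEX only, 0 for IL1β and DEX, 0 for IL1β and IL1β+DEX, 120 for DEX and IL1β+DEX and 0 for all 3. Of 10 calls of the RT-qPCR genes and PTGS2, 3 passed by it. With array quality weights the counts were 258 for IL1β, 1172 for DEX and 241 for IL1β+DEX against DEX, and the parts 29 for IL1β only, 19 for IL1β and DEX, 68 for IL1β and IL1β+DEX, 733 for DEX and IL1β+DEX and 142 for all 3, and 84.9% of IL1β genes kept their sign with DEX. With unnamed probes kept, 4 genes were called for IL1β and DEX and 18 for IL1β and IL1β+DEX. Of 21 list calls, 10 passed with an estimated correlation. Fewer arrays, or fewer genes tested, are part of the settings named so; other causes were not tested.

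The replicate numbers are not stated to pair the arrays. With replicate number as a block the counts were 101 for IL1β, 884 for DEX, 1083 for IL1β+DEX, 727 for IL1β+DEX against IL1β, 119 for IL1β+DEX against DEX and 1357 for at least 1 treatment, and the parts 11 for IL1β only, 13 for IL1β and DEX and 40 for all 3. In the residuals, 10 of 12 arrays correlated best with an array of their own number, a hint from the data alone, with correlations of -0.113 to 0.219 and a median of 0.0635 over 18 pairs.

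Without single arrays the count for IL1β ranged from 3 (without IL1β replicate 1) to 88 (without vehicle replicate 2), that for DEX from 406 (without DEX 3) to 1106 (without vehicle 1), that for IL1β+DEX from 523 (without IL1β+DEX 1) to 1081 (without vehicle 1), that for at least 1 treatment from 743 (without vehicle 3) to 1457, that for IL1β+DEX against IL1β from 359 (without IL1β+DEX 2) to 489, that for IL1β+DEX against DEX from 27 (without DEX 3) to 88, and that for the difference of the IL1β effects from 0 to 1 (without DEX 1, by limma, with 113 at an unadjusted p under 0.05 on all arrays). The parts ranged from 0 to 15 for IL1β only, 80 to 374 for DEX only, 180 to 523 for IL1β+DEX only, 0 to 7 for IL1β and DEX, 3 to 44 for IL1β and IL1β+DEX, 273 to 725 for DEX and IL1β+DEX and 0 to 33 for all 3, and the share of IL1β genes that kept their sign from 90.5 to 100%.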

Differences from the paper's values

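Array quality weights, the most variable probe and robust variance estimation, among the tests here, were chosen after the values were seen.

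The paper counts 4 genes that changed with IL1β alone, and here there were 7, at the same threshold. Without the filter there were 4, with the most variable 25% of probes 6 and with probes collapsed to genes first 3, values that do not differ from the paper's by the 1.5-fold criterion. The same holds without DEX replicate 2, IL1β replicate 3 or DEX replicate 3 (4 each) and without IL1β+DEX replicate 3 (6). It does not hold for a fit of the 2 groups compared or an unmoderated t-test (0 each, with 523 genes at an unadjusted p under 0.05 by limma and 356 by the t-test), for replicate number as a block (11) or without any other array (0 to 15). For IL23A with IL1β the paper prints an adjusted p of 0.051, and here it was 0.0235. It came within 1.5-fold of the paper's without the filter (0.046), and without vehicle 1 (0.0729) or 2 (0.0517), IL1β 1 (0.0714), 2 (0.0645) or 3 (0.0645), IL1β+DEX 1 (0.0413) or 2 (0.036) or DEX 2 (0.0365), and in no other alternative set before the data were examined.

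Of 112 log2 fold changes that the paper prints in Table 2, or in Table S1 for 4 genes, 62 of 34 genes differed from those here by more than the spread between arrays. The paper's were the larger in 107 of the 112, the median ratio was 0.815, and 1 differed in sign. Without SCNN1A they correlated with an r of 0.974. For CXCL8 the paper has 0.1172 with IL1β and -0.4243 with DEX, against 0.34 and -0.81 here. Without the filter or with probes collapsed first the values were 0.115 and -0.419. These were the only 2 of the 62 closed by a setting fixed before the data were examined, left-out arrays aside. Settings chosen after the values were seen were not compared for these fold changes. Leaving out some array closed 22, and 38 differed in every alternative set before the data were examined.

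With IL1β, the paper's value came first in the following pairs. They were 0.63 and 0.45 for TRIML2, 0.97 and 0.75 for FOXQ1, 0.4 and 0.23 for SUGCT, 0.46 and 0.32 for EBI3, 0.75 and 0.56 for GJB2, -0.73 and -0.29 for PLD5, 0.64 and 0.42 for BATF3, 0.81 and 0.71 for CES1, 0.71 and 0.59 for E2F2, and 0.47 and 0.37 for ST6GAL1. They were 1.22 and 0.71 for IL17C, 0.79 and 0.56 for ARG2, 0.64 and 0.43 for FGGY, -0.68 and -0.50 for TAFA3, -0.61 and -0.32 for EVA1A, -0.71 and -0.48 for OXTR, -0.99 and -0.64 for CX3CL1 and -0.62 and -0.48 for GBP4. They were also 0.43 and 0.21 for FGFRL1, 1.19 and 0.93 for S100A9, 0.51 and 0.41 for PTPN20, -0.47 and -0.36 for NFKBIE, -0.43 and -0.30 for CCDC24, and -0.52 and 0.0302 for IL1R2, whose sign was opposite.

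With DEX, again with the paper's value first, the pairs were -1.03 and -0.60 for TRIML2, 1.11 and 0.72 for SUGCT, 0.79 and 0.57 for EBI3, -0.39 and -0.26 for GJB2, -1.22 and -0.94 for SYTL2, 2.59 and 1.73 for PLD5, -1.57 and -1.19 for PTGS2, -0.96 and -0.63 for S100A9 and -0.44 and -0.33 for PTPN20. From Table S1 they were 3.042 and 1.49 for TACC2, -0.9693 and -0.73 for IL23A, and 19.01 and 2.32 for SCNN1A, for which Table S1 prints 0 with IL1β. A probe of TACC2 with 2.33 was the highest of its 3.

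With IL1β+DEX, the paper's values and those here were 0.43 and 0.38 for NGLY1, -0.67 and -0.41 for TRIML2, 1.58 and 1.28 for FOXQ1, 0.98 and 0.62 for SUGCT, 1.53 and 1.17 for EBI3, 0.36 and 0.26 for GJB2, -1.58 and -1.19 for SYTL2, 2.25 and 1.45 for PLD5, -1.53 and -1.25 for PRSS23, -1.38 and -1.15 for MAMDC2, -1.92 and -1.59 for LTB, and 0.91 and 0.62 for BATF3. They were 0.88 and 0.78 for CES1, 0.45 and 0.35 for ST6GAL1, 1.45 and 0.86 for IL17C, 0.68 and 0.48 for ARG2, 0.4 and 0.23 for FGGY, -0.84 and -0.60 for TAFA3, -0.4 and -0.20 for EVA1A, -0.67 and -0.46 for OXTR, and -0.69 and -0.46 for CX3CL1. From Table S1 they were 3.343 and 1.74 for TACC2, -0.8701 and -0.66 for IL23A, and 18.71 and 2.09 for SCNN1A.

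Of the genes that the paper calls and that carry a name on the arrays, 35 of 46 also passed here for IL1β, 445 of 529 for DEX and 578 of 699 for IL1β+DEX, and 0 passed in the opposite direction. Of the 11 not called for IL1β, NGLY1, CCDC9B and APPL2 passed without the filter, NFKBIE and CCDC9B with probes collapsed first, NFKBIE and APPL2 with replicate number as a block, EVA1A with the most variable probe, and EBI3, SUGCT, CCDC9B and APPL2 with array quality weights, the last 2 settings chosen after seeing the values. PLD5, FGFRL1, IL1R2 and CCDC24 passed in no setting. Of the paper's 46, 27, 27 and 37 passed without the filter, with probes collapsed first and with the block, 35 with the most variable probe, which drops 1 of the 35, and 38 with weights, which drop 1. Of the 84 not called for DEX, 30 passed without the filter, 17 with the most variable 25% of probes, 17 with probes collapsed first, 3 by the t-test and 9 with the block, and, in settings chosen after seeing the values, 2 with robust estimation, 9 with the most variable probe and 26 with weights, and of the paper's 529 these 3 called 447, 448 and 461. Leaving out single arrays called 2 (DEX 2 or vehicle 3) to 29 (vehicle 1) of them. Of the 121 not called for IL1β+DEX, these settings called 59, 44, 5, 5, 3, 1, 7 and 17 in that order, the last 3 calling 579, 572 and 581 of the paper's 699, and leaving out single arrays 2 (IL1β+DEX 1) to 19 (IL1β 1 or DEX 1).

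The paper states from RT-qPCR that IL1β added to DEX raised TACC2 further. On the arrays, which are another assay, that difference was 0.25, also a rise, and did not pass by limma (adjusted p = 0.134). The paper states that DEX opposed the effect of IL1β on genes that did not differ from control with both agents. It also measured single genes by RT-qPCR and Western blot. Here all 57 IL1β genes had the same sign with IL1β in cells given DEX, and 35 of them passed there. Of the 57, 16 differed between IL1β+DEX and IL1β against the direction of the IL1β effect. Among these 16, IL1B, IL23A and FEZ1 lay farther from vehicle with both agents, on its other side.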

Other observations

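The tests of the 3 patterns below, and the splits of the arrays, were chosen after the results were seen, apart from the gene lists, which were fixed earlier.

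CCL3L3, a chemokine for monocytes, was 0.74 higher on the log2 scale with IL1β+DEX than with DEX (standard error 0.122, adjusted p = 0.00323), WFDC2, a secreted protease inhibitor of the oviduct epithelium, 0.60 (standard error 0.0944, adjusted p = 0.00233), RARRES1, a retinoid-responsive membrane protein, 0.60 (adjusted p = 0.00451), and RASD1, a dexamethasone-induced Ras protein, 0.62 (adjusted p = 0.021). TNFRSF12A, the receptor of TWEAK, had a change of -0.60 (adjusted p = 0.0282) and the adenosine receptor ADORA2B of -0.55 (adjusted p = 0.035). These 6 genes stand outside Table S1 and were named after their values were seen.

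Of 28 interferon-induced genes, IL1β lowered 1, GBP4, a guanylate-binding GTPase, by -0.48 (adjusted p = 0.0217 over all genes), and raised 0 by limma (10 lower and 0 higher at an unadjusted p under 0.05). The list had a camera adjusted p = 5.45e-07, 0.175 with an estimated correlation and 0.0779 by fry. With DEX 1 was higher and 2 lower (camera, adjusted p = 0.00222, 0.412 with an estimated correlation and 0.185 by fry), and with IL1β+DEX 1 and 3 (adjusted p = 0.176). Of 37 integrin and extracellular matrix genes, 0 passed with IL1β by limma, 3 were lower when adjusted over the list alone, and 3 were higher and 9 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.000952, 0.0433 with an estimated correlation and 0.0729 without vehicle replicate 3). With IL1β+DEX, 5 of 35 DNA replication genes were higher and 1 lower (camera, adjusted p = 5.45e-07, and 0.0688 with an estimated correlation), and in the secretory epithelium list 2 of 18 were higher and 5 lower (adjusted p = 0.663), with WFDC2 higher and the keratins KRT8 and KRT19 lower. With IL1β, 0 of these 18 passed by limma, 1 was higher and 5 lower at an unadjusted p under 0.05, and the list as a set was lower (camera, adjusted p = 0.0101, 0.175 with an estimated correlation). The lists that follow did not pass with DEX by camera. The camera adjusted p was 0.603 for ciliated epithelium, 0.902 for squamous epithelium and 0.689 for fibroblast and mesenchymal markers, where the cadherin CDH2 fell by 0.38. It was 0.609 for leukocyte markers, where CD14 rose by 0.20, 0.753 for RT-qPCR reference genes and 0.294 for stress and RNA quality genes. It was 0.118 for metallothioneins, 0.0675 for antimicrobial genes and 0.496 for IL1 receptor signalling, where IL1R1 rose by 0.40. By fry, for a shift in a common direction, metallothioneins and antimicrobial genes passed (adjusted p = 0.00343 for each). The rest of these lists did not pass by it. Of 25 antimicrobial genes, 5 were higher and 3 lower with DEX by limma. Of 10 metallothioneins, 1 was higher and 0 lower.

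The first pattern is that the IL1β genes kept their response to IL1β in cells given DEX. If DEX weakened the response to 0.5 or less of its size, the median ratio would lie there. It was 0.963, and 0.957 among the genes that DEX moved the opposite way, which argues against that explanation for these 57 genes. Simulated draws around the fitted group means put the median ratio of the 57 between 0.82 and 1.04. The draws held the 57 genes fixed and took genes as independent, so this interval may be too narrow. Over the same genes the ratio was 0.961 with array quality weights and 0.904 without IL1β replicate 3. Over the genes that these settings themselves called, 258 and 63, it was 0.415 and 0.654, so a weakened response stays open for the genes that weights add. In data simulated with additive effects, where choosing genes on the IL1β effect lowers the ratio, it ran from 0.674 to 0.803, below the observed ratio, and from 0.79 to 1.03 for the genes moved the opposite way. Of the 36 IL1β genes of the fit without the filter on variance, 100% had the same sign with DEX, with a median ratio of 0.935. Of the 57 genes, 56 kept the sign in that fit. This argues against the filter as the cause of the shared sign. It does not exclude the filter, since calls without it still favour genes with large effects. The IL1β effect may persist beside that of DEX on these genes, a hypothesis found and tested on the same arrays.

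The second pattern is that more genes passed for IL1β with DEX (108) than without it (57). Vehicle 1 and 2 had the lowest array quality weights (0.354 and 0.471) and vehicle 3 the highest (1.78), and with these weights the ratio of the counts was 0.934. The weights were chosen after seeing the data and raised both counts. In the main fit all groups share 1 spread per gene, so wider vehicle spread does not widen the standard error of the IL1β comparison alone. The ratio with weights therefore cannot show whether the spread among the vehicle arrays accounts for the pattern. A DEX effect on the response of many genes stays open, since 3.4% of genes had an unadjusted p under 0.05 in the test of that difference, and 37 of 100 splits of the 12 arrays, the real 1 among them, gave as many or more (highest 988), so chance is not excluded for that count of 113.

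The third pattern is that 1 other split of the 6 IL1β and vehicle arrays called more genes than the real 1, so that 2 of 10 splits reached a count of 57. Vehicle 1, vehicle 3 and IL1β 3 stood against vehicle 2, IL1β 1 and IL1β 2 with 85 genes, all 85 higher in the first 3 and 0 shared with the 57 by limma. What sets these arrays apart was not tested, and 10 splits are too few to exclude chance. An exchange of arrays between the groups is excluded, since the lowest IL1β array stood 0.264 above the highest vehicle array in a score of the genes that IL1β changed in cells given DEX. No biological explanation was tested. Before this pattern, a fall of the interferon list with IL1β was tested as the third (median -0.115, and -0.0666 or lower without each array), and the present pattern was put in its place after those values were seen. The adjusted p of that list was 0.175 with an estimated correlation.

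The other comparisons of 3 with 3 arrays had 10 splits each, too few for a share under 0.05. The real split and the highest other gave 692 and 1 genes for DEX, 916 and 0 for IL1β+DEX, 688 and 1 for IL1β+DEX against IL1β and 108 and 0 for IL1β+DEX against DEX, all by limma, and 8 and 4 lists for IL1β, 6 and 5 for DEX and 7 and 2 for IL1β+DEX. For genes changed by at least 1 treatment, 1 of 100 splits, the real 1, gave 1141, and the highest other gave 351. That is the smallest share that 100 splits can give. A chance split of these arrays is thus an unlikely source of the count. Whether the arrays of a group came from separate cultures is not stated, so chance differences between cultures are not excluded.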
